# An HDAC3-PROX1 corepressor module acts on HNF4α to control hepatic triglycerides

**DOI:** 10.1038/s41467-017-00772-5

**Published:** 2017-09-15

**Authors:** Sean M. Armour, Jarrett R. Remsberg, Manashree Damle, Simone Sidoli, Wesley Y. Ho, Zhenghui Li, Benjamin A. Garcia, Mitchell A. Lazar

## Abstract

The histone deacetylase HDAC3 is a critical mediator of hepatic lipid metabolism, and liver-specific deletion of HDAC3 leads to fatty liver. To elucidate the underlying mechanism, here we report a method of cross-linking followed by mass spectrometry to define a high-confidence HDAC3 interactome in vivo that includes the canonical NCoR–HDAC3 complex as well as Prospero-related homeobox 1 protein (PROX1). HDAC3 and PROX1 co-localize extensively on the mouse liver genome, and are co-recruited by hepatocyte nuclear factor 4α (HNF4α). The HDAC3–PROX1 module controls the expression of a gene program regulating lipid homeostasis, and hepatic-specific ablation of either component increases triglyceride content in liver. These findings underscore the importance of specific combinations of transcription factors and coregulators in the fine tuning of organismal metabolism.

## Abstract (web summary)

HDAC3 is a critical mediator of hepatic lipid metabolism and its loss leads to fatty liver. Here, the authors characterize the liver HDAC3 interactome in vivo, provide evidence that HDAC3 interacts with PROX1, and show that HDAC3 and PROX1 control expression of genes regulating lipid homeostasis.

## Introduction

Hepatic lipid homeostasis is critical for the maintenance of normal liver physiology and organismal metabolism. Lipid composition and accumulation in the liver is controlled by a complex network of interconnected metabolic pathways such as lipid synthesis, lipolysis, β-oxidation, secretion, and storage, and the dysregulation of even one of these pathways can lead to lipid accumulation in liver or hepatic steatosis^1, 2^. Non-alcoholic fatty liver disease (NAFLD), defined by excess fat in the liver, is of growing clinical relevance in industrialized countries and is a major risk factor for the development of non-alcoholic steatohepatitis, liver fibrosis, and cirrhosis^3^. In addition, NAFLD has been linked to cardiovascular disease, metabolic syndrome, insulin resistance, and hepatocellular carcinoma^2^. Thus, the mechanisms governing liver lipid homeostasis are of broad importance to understanding the development of NAFLD and to identify targets for therapeutic intervention.

These pathways of lipid homeostasis are regulated in liver by a host of transcription factors including the nuclear receptors HNF4α^4, 5^, Rev-erbα^6^, LXRs^7^, PPARs^8^, and the E-box binding proteins SREBP and ChREBP^9^ among others. In addition to these sequence-specific DNA-binding factors, numerous cofactors and coregulators have been shown to influence the expression of genes controlling lipid metabolism^10^. Previous work has demonstrated histone deacetylase 3 (HDAC3) to be an important epigenomic coregulator in liver^6, 11^, and deletion of HDAC3 in adult liver results in remarkable hepatic steatosis^12^. However, the fundamental mechanisms of how HDAC3 controls metabolic gene transcription in liver are not completely understood.

HDAC3 is unique among the class I histone deacetylases as it requires binding to the nuclear receptor corepressor (NCOR1)^13^ or the silencing mediator for retinoic acid and thyroid hormone receptors (SMRT or NCOR2)^14^ for its enzymatic activity^15–17^. Together with transducing β-like 1X-linked and receptor 1 (TBL1X and TBL1XR1)^18^ and the G-protein suppressor 2 (GPS2)^19^, these proteins form the core of the NCoR transcriptional repressor complex^20^. The NCoR complex has been shown to be a major corepressor complex for the nuclear receptor family of transcription factors^13, 14, 20, 21^. Deletion of individual components of the NCoR complex results in an increase in liver triglycerides^12, 22, 23^, highlighting the importance of these proteins acting together as a functional complex to regulate liver metabolic gene transcription.

The vast number of transcriptionally relevant complexes highlights the important roles protein–protein interactions play in the control of gene expression. For HDAC3, there are important questions about which transcription factors recruit it to the genome, and which HDAC3-associated proteins act as downstream effectors to impact lipid gene regulation and hepatic steatosis.

Here, we describe NEAT ChIP-MS (Nuclear Extraction Affinity Tag), an improved chromatin cross-linking method followed by nano liquid chromatography-tandem mass spectrometry (nLC-MS/MS) analysis to identify in vivo interactions in liver and define a high-confidence interactome for HDAC3. We find a strong association between HDAC3 and the Prospero-related homeobox 1 protein (PROX1), which co-localize at the genome and at some sites are completely dependent on the nuclear receptor HNF4α for their co-recruitment. Interestingly, depletion of PROX1 in liver results in increased hepatic triglycerides similar to loss of HDAC3. Our results suggest an important role for an HDAC3–PROX1 corepression module in regulating the transcription of a gene program important for the maintenance of lipid homeostasis.

## Results

### In vivo screen for HDAC3 interactors

To elucidate nuclear interactors of HDAC3 in vivo, we developed NEAT ChIP-MS, a cross-linking proteomic interaction method that allowed for the confident identification of HDAC3 interactors in adult liver (Fig. 1a). *Hdac3* ^*fl*/*fl*^ animals were tail vein-injected with either AAV virus expressing epitope-tagged HDAC3 (AAV8 TBG HDAC3-HA) in conjunction with AAV8 TBG Cre to deplete endogenous HDAC3 in hepatocytes as described^12^, or with control virus expressing epitope-tagged green fluorescent protein (AAV8 TBG HA-EGFP). Subsequent to nuclear isolation, samples were cross-linked and EGFP or HDAC3 was immunoprecipitated with anti-HA resin. Associated proteins were analyzed by nLC-MS/MS and the results of the HDAC3 and EGFP interactomes were compared to remove non-specific interactions. We applied stringent significance (*P* < 0.01) and fold enrichment (10-fold) cutoffs using label-free quantification values estimated by the intensity-based absolute quantification (iBAQ)^24^ algorithm to the resultant interactome to identify a set of high-confidence HDAC3 interacting proteins in vivo in mouse liver (Fig. 1b and Supplementary Data 1).

**Fig. 1:**
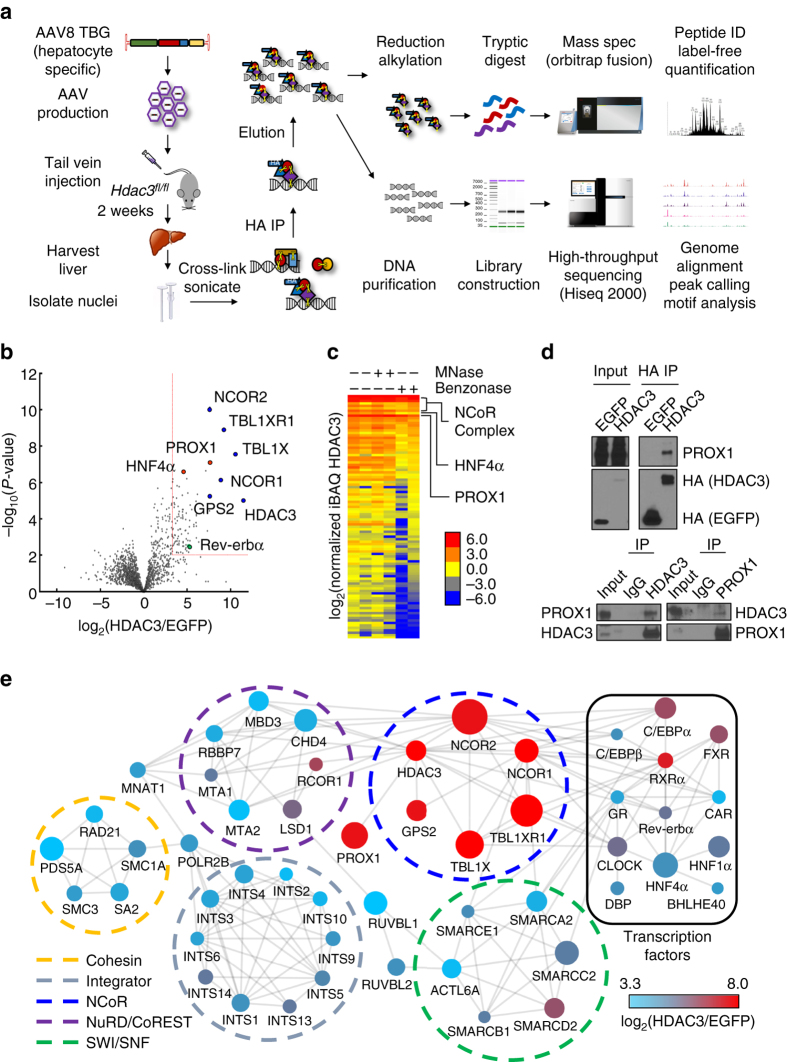
NEAT ChIP-MS reveals the HDAC3 liver nuclear interactome. **a** Schematic illustration of the NEAT ChIP-MS protocol. HA-tagged HDAC3 or EGFP was expressed with or without *Cre* in *Hdac3* ^fl/fl^ mice specifically in hepatocytes via adeno-associated virus (AAV8 TBG). After isolation of nuclei and cross-linking with formaldehyde, HDAC3 or EGFP control were captured by anti-HA immunoprecipitation. Protein complexes and associated DNA sequences were analyzed by mass spectrometry or high-throughput sequencing, respectively. **b** Volcano plot of mass spectrometry analysis of HDAC3 interacting proteins (HDAC3 *n* = 11, EGFP *n* = 13). The *x* axis indicates log_2_ ratio of normalized intensity (iBAQ) of proteins discovered in HDAC3 to EGFP control. *Red box* indicates fold-change (10-fold) and *P*-value (0.01) cutoffs for interactors. Core NCoR complex components (*blue*), selected high scoring interactors (*red*), and Rev-erbα (*green*) are indicated. **c** Heatmap of normalized intensity (iBAQ) of HDAC3 interactors from **b** in the presence or absence of micrococcal nuclease (MNase) or Benzonase nuclease. Each lane represents an independent experiment. **d** Co-IP experiments confirming interaction of HDAC3 with PROX1 from liver expressing tagged HDAC3 (*top*) or endogenous IPs (*bottom*). **e** Protein–protein interaction network analysis. *Circle color* represents enrichment over control and the *size of the circle* represents −log_10_(*P*-value). *Nodes* displayed met eightfold enrichment cutoff after Benzonase treatment and *lines* indicate validated interactions (STRING, active interaction sources include experiments and databases, minimum interaction score 0.6). Interactors are grouped by known type and *circles* indicate known functional complexes

As expected, we observed an enrichment of all the components of the previously identified NCoR complex (sequence coverage indicated in parentheses) consisting of NCOR1/2 (11.14%/12.14%), TBL1X (46.62%), TBL1XR1 (42.52%), GPS2 (4.33%), and HDAC3 (42.85%) itself. In addition, our screen confirmed interaction of HDAC3 with a number of transcription factors known to interact with the NCoR complex, including the circadian nuclear receptor Rev-erbα^6^. One of the most significantly enriched HDAC3 interactors, but not considered a core component of the NCoR complex, was the Prospero-related homeobox 1 (PROX1). A highly conserved transcription factor in vertebrates, PROX1 was previously shown to be critical for the development of several organs including the lymphatic system^25^, lens^26^, liver^27, 28^, pancreas^28^, heart^29^, and skeletal muscle^30^. In addition, PROX1 has been implicated in regulating the functions of several nuclear receptors^31–36^ and has been shown to act as both a transcriptional repressor^31–33^ and activator^26, 37^ in different biological contexts.

To assess whether the proteins discovered in our chromatin bound complexes purified with HDAC3 directly through protein–protein interactions or indirectly through close genomic proximity, we treated our lysates with either micrococcal nuclease (MNase), capable of cutting only in nucleosome-free regions, or Benzonase nuclease, which can cleave DNA regardless of nucleosome occupancy. Although micrococcal nuclease had minimal impact, Benzonase nuclease significantly reduced the intensity of a subset of protein–protein interactions with HDAC3 (Fig. 1c and Supplementary Data 2). This suggested that these proteins are not in direct contact with HDAC3, and thus these protein–protein associations are likely facilitated by DNA. In addition, interactors associated with HDAC3 exhibiting lower enrichments tended to be more susceptible to Benzonase treatment, implying that proteins displaying greater abundance were, in general, more likely to occur through protein–protein interactions. The group of proteins maintained upon nuclease treatment included PROX1, indicating that this robust HDAC3 interactor was likely more directly bound and not dependent on DNA bridging for its interaction.

The interaction of PROX1 and HDAC3 in liver was confirmed by coimmunoprecipitation experiments using the reversible cross-linker DSP from livers expressing HA-tagged HDAC3 or endogenously from wild-type livers (Fig. 1d). PROX1 and HDAC3 interaction likely occurs in the context of the NCoR complex, as interaction between PROX1 and NCOR1 was observed in cell culture, and also requires multiple surfaces in the N terminus of PROX1 for binding (Supplementary Fig. 1a, b). We next sought to better understand the HDAC3 interactome from a more global functional perspective. Classifying the interactors and their biological links and annotating them using information from the STRING database revealed several interesting clusters of proteins associating with HDAC3 (Fig. 1e). In addition to the NCoR complex, HDAC3 was found to associate with several other transcriptionally important complexes including SWI/SNF, Integrator, Cohesin, and components of the NuRD and CoREST repressor complexes. We also observed a number of sequence-specific DNA-binding transcription factors of functional relevance to liver physiology such as C/EBPs, FXR, RXRα, and HNF4α. We also utilized cytoHUBBA, a tool to define network topology^38^, and identified members of the NCoR complex, NuRD/CoREST complex, Integrator complex, and nuclear receptors as important nodes in the liver HDAC3 interactome (Supplementary Fig. 2). These results indicate that HDAC3 likely has an important role in regulating the expression of liver gene programs through interaction with an array of transcription factors and suggest that PROX1, as a strong interactor in liver, may be of more general importance to the functionality of HDAC3.

### PROX1 and HDAC3 co-localize extensively at the genome

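HDAC3 and PROX1 were mapped by ChIP-seq, in which cross-linked chromatin is sheared, precipitated with an antibody against the factor and sequenced. Livers of control mice were collected at zeitgeber time 10, and the sample labels list 3 libraries for HDAC3 and 3 for PROX1. The authors aligned the reads to the mouse genome mm9 with Bowtie, removed duplicate reads, pooled the replicates and called peaks on the pooled reads with HOMER, with IgG as input. The methods limit peaks by enrichment over input and by the normalized number of reads, and the authors deposited peak positions. Whether every listed peak passed the limits of its own list cannot be told from the positions. The HDAC3 list holds 21247 peaks and the PROX1 list 27423, each 200 bp wide. Neither list carries a read count or a score per peak, so the depth behind a peak is unknown and the spread between livers cannot be computed. A peak was counted as bound by another factor when at least 50% of its length was covered by a single peak of that factor, the overlap named in the methods. Confidence intervals of shares are 95% Wilson intervals, which cover counting error over peaks only, and neighbouring peaks are not independent.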

To further investigate the functional interplay between PROX1 and HDAC3, we performed ChIP-seq on PROX1 and HDAC3 in mouse liver. 

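Of the HDAC3 peaks, 20039 were covered by a PROX1 peak, a share of 94.3% (95% CI 94.0 to 94.6). Seen from the other factor, the same peaks made up 73.1% (95% CI 72.5 to 73.6) of the PROX1 peaks. The remaining 1208 HDAC3 peaks are called HDAC3-only and the remaining 7384 PROX1 peaks PROX1-only. When the PROX1 peaks were placed at random on their own chromosomes 1000 times, 0.225% of HDAC3 peaks were covered on average and 0.334% at most, which gives a one-sided permutation p of 0.001, the smallest that 1000 placements can give. Shifting each PROX1 peak by 5 to 50 kb, which keeps it in its neighbourhood, gave 0.947% on average. All co-bound peaks have identical coordinates in both lists, whereas 0 HDAC3-only peaks and 1 PROX1-only peak touch a peak of the other factor. The lists therefore already carry the authors' own classification, which also asked for a minimum signal of the other factor, and the shares were read from it and are not an independent comparison of separate peak calls. Merging the peaks of all 3 lists into regions where they lay closer than 1 kb moved the HDAC3 share most among the alternatives, to 94.7%. From the extent of the overlap, the paper states that the HDAC3 and PROX1 cistromes overlap strongly.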

Bioinformatic analysis of the peaks discovered in the two data sets revealed a strong overlap between the binding sites of the HDAC3 and PROX1 cistromes (Fig. 2a). Visual inspection of individual ChIP-seq tracks confirmed a striking correlation (Fig. 2b). 

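The lists can be read at single loci in the same way. *Elovl6*, which encodes a fatty acid elongase, lies on the forward strand of chromosome 3 of mm9 from 129235304 to 129341413. In the window from 50 kb upstream of its transcription start site (TSS) to 2 kb past its end, 9 co-bound peaks, 3 PROX1-only peaks and 0 HDAC3-only peaks were centred. A co-bound peak at 129235030 to 129235229 is centred in the promoter, and another, at 129233520 to 129233719, is centred at -1685 bp from the TSS in intergenic sequence. The other co-bound peaks of the window lie in introns.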

We next performed ChIP–reChIP analysis, which demonstrated that both HDAC3 and PROX1 were co-bound to the same DNA fragments (Fig. 2c). 

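By the GENCODE annotation of the mm9 assembly, 9.76% of the co-bound peaks were centred within 1 kb of the TSS of any transcript of a protein-coding gene. A further 2.59% were centred in exons, 45.0% in introns and 42.7% between protein-coding genes, and the median distance to the nearest TSS was 14.7 kb. Non-coding genes were not used, so intergenic peaks can lie in them. The PROX1-only peaks were spread similarly, with 8.98% within 1 kb of a TSS. The Reactome gene sets were not used here, and the lists give no signal by which the top co-bound peaks could be ranked.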

Analysis of overlapping peaks by pathway analysis (Reactome) revealed that co-bound sites were enriched at genes involved in a variety of important metabolic pathways, including those that regulate lipid metabolism (Fig. 2d). 

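HDAC3-only peaks lay closer to genes than co-bound peaks. Of the HDAC3-only peaks, 21.2% were centred within 1 kb of a TSS, and the median distance to the nearest TSS was 9.46 kb. The 22 core clock genes examined were listed from general knowledge, before any peak near them was examined. Of these, 3 genes (*Arntl*, *Per1* and *Tef*) were the nearest gene within 100 kb of an HDAC3-only peak, a share of 13.6%. Among the 22216 other protein-coding genes the share was 4.25% (Fisher's exact test, two-sided, p = 0.065), so the difference was not resolved with 22 genes. Clock genes also lay near peaks of the other classes. By the same measure, 19 of the 22 were nearest to a co-bound peak (86.4% against 27.1% of other genes, Fisher's exact p = 1.1e-08) and 9 to a PROX1-only peak (p = 0.0076), classes with more peaks. Random draws of 1208 co-bound peaks reached 3.49 clock genes on average, against 3 for the HDAC3-only peaks. HDAC3-only peaks thus showed no excess of clock genes over as many co-bound peaks. The other genes include genes that are silent in liver, so expression remains an open explanation for these shares. The Reactome analysis of the paper takes the top 1000 HDAC3-only peaks and covers other gene sets as well.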

As expected peaks bound by HDAC3 selectively showed enrichment both for liver metabolic genes and those involved in circadian rhythm, indicating that HDAC3 likely has functions with Rev-erbα independent of its interaction with PROX1 (Supplementary Fig. 3a). 

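Motif content was measured as the share of 200 bp windows on peak centres that hold a match to a consensus on either strand. The consensus sequences were read from the motif logos of the paper. For HNF4α the consensus was RGKBCAAAGTYCA with at most 2 mismatches, and for C/EBP it was ATTGCGCAAC with at most 2 mismatches. Windows 2 kb to either side of each peak served as the background. The HNF4α consensus was found in 6258 of 20039 co-bound windows, or 31.2% (95% CI 30.6 to 31.9), against 9.55% of the flanking windows (Pearson's chi-square 4496). The C/EBP consensus was found in 19.0% (95% CI 18.5 to 19.6) of co-bound windows, against 4.91% of the flanking windows (Pearson's chi-square 3055). The ratio to the flanks was 3.27 for HNF4α and 3.87 for C/EBP. These shares are not HOMER scores, and their level depends on the mismatches allowed.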

HOMER motif analysis of the overlapping peaks displayed a strong enrichment for the HNF4 and C/EBP motifs, two transcription factors that are known to have important roles in liver development and adult liver function (Fig. 2e). Upon closer examination of overlapping, HDAC3-only, and PROX1-only peaks, we observed that the HNF4α motif was significantly reduced at HDAC3-only peaks, whereas the Rev-erbα (DR2) motif was significantly enriched at these sites (Fig. 2f). 

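At HDAC3-only peaks, the HNF4α consensus was found in 21.2% (95% CI 19.0 to 23.6) of 1208 windows. This was 10.0 percentage points below the co-bound peaks (Pearson's chi-square test, two-sided, p = 2.0e-13). PROX1-only peaks held it in 32.0% (95% CI 30.9 to 33.1) of windows, a share that did not differ from that of the co-bound peaks beyond counting error (Pearson's chi-square test, p = 0.23) under this setting. PROX1-only peaks were above co-bound peaks with 1 mismatch fewer (difference -1.02 percentage points, chi-square p = 0.0044) and in 100 bp windows (-1.86, chi-square p = 0.00068). The HDAC3-only peaks remained above their own flanks, of which 9.15% held the consensus. For the Rev-erbα DR2 element, the consensus was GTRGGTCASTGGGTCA with at most 3 mismatches. It was found in 90 of 1208 HDAC3-only windows, or 7.45% (95% CI 6.10 to 9.07), and in 1.66% (95% CI 1.49 to 1.84) of co-bound windows (chi-square p = 1.2e-44). Of the PROX1-only windows, 0.474% (95% CI 0.341 to 0.658) held it, below the 1.06% of their flanks (chi-square p = 9.9e-06). With 1 mismatch fewer, the DR2 shares fell most, to 2.57% at HDAC3-only and 0.289% at co-bound peaks, and the order of the classes stayed. From its results on these peak classes, the paper proposes that HDAC3 is recruited by Rev-erbα at the sites it occupies without PROX1. At the co-bound sites, the paper proposes recruitment by HNF4α.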

The C/EBP motif followed a similar pattern observed for HNF4α indicating that it may also have a role in coordinating these sites but not those involved in circadian function (Supplementary Fig. 3b). These results suggest that HDAC3 is recruited to at least two subsets of sites, ones that contain only HDAC3, which are recruited by Rev-erbα, and those that have both PROX1 and HDAC3, and are recruited by HNF4α.

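The C/EBP consensus was present in 103 of 1208 HDAC3-only windows, or 8.53% (95% CI 7.08 to 10.2), and in 16.4% (95% CI 15.6 to 17.2) of PROX1-only windows. The co-bound share was 10.5 percentage points above the HDAC3-only share (Pearson's chi-square test, two-sided, p = 7.2e-20) and 2.62 percentage points above the PROX1-only share (p = 6.7e-07). The flanks of HDAC3-only peaks held it in 5.09% of windows, which leaves a smaller excess at these peaks (chi-square p = 5.5e-05) than at the other classes.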

**Fig. 2:**
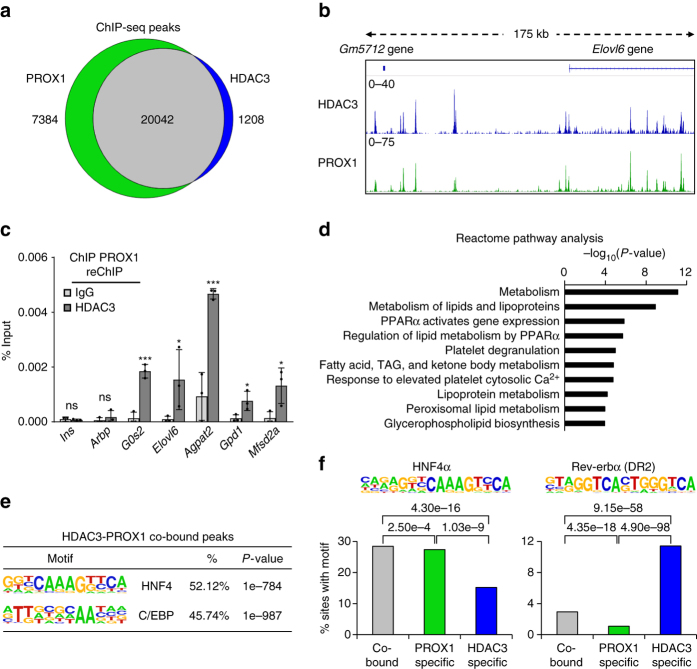
HDAC3 and PROX1 exhibit extensive co-binding and reveal a metabolic signature. **a** Venn diagram displaying overlap of peaks identified in PROX1 (2 rpm cutoff) and HDAC3 (1.5 rpm cutoff) ChIP-seq. Peaks required 50% overlap and have a minimum 1 rpm signal for the other factor. **b** Representative browser tracks of HDAC3 and PROX1 ChIP-seq. *Scale* is reads per ten million (RPTM). **c** Co-occupancy of PROX1 and HDAC3 as indicated by ChIP–reChIP (*n* = 3) from liver. *Legend* indicates reChIP antibody following primary PROX1 ChIP elution. Data are presented as mean ± s.d., one-tailed unpaired Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001, *ns* not significant. **d** Reactome analysis of the nearest genes within 100 kb from the top 1000 overlapping HDAC3 and PROX1 peaks. **e** HOMER motif analysis of co-bound peaks displaying over-represented sequences. **f** HOMER motif enrichment analysis of the indicated motifs (HNF4α and Rev-erbα DR2) at overlapping and non-overlapping peaks determined in (**a**). *Numbers above brackets* indicate *P*-values, *χ* ^2^ test

### HNF4α is required for recruitment of the HDAC3–PROX1 module

Given our observation that the HNF4α motif was found prominently at co-occupied sites, we hypothesized that this important liver transcription factor may have a role in the recruitment of HDAC3 and PROX1. 

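HNF4α was mapped by ChIP-seq in livers of *Hnf4α* floxed control mice, collected at zeitgeber time 10. The sample labels list 2 libraries for this group, whereas the methods give n = 3 mice for ChIP-seq in general. The authors processed the reads as for HDAC3 and PROX1 and deposited 1 list of peaks from pooled reads, with 24253 HNF4α peaks between 85 and 168 bp wide and a median of 156 bp. Each peak carries the authors' HOMER score, from 20.3 to 160.2 with a median of 41.9, which was used only to rank peaks within this list. All 254 distinct scores are, within rounding, whole multiples of 0.471. If the score is scaled to 10000000 reads, as the paper's browser tracks are, this step corresponds to about 21200000 pooled reads and the lowest score to 43 reads. Fig. 3a describes the HNF4α peaks as also filtered on the *Hnf4α* knockout, and the list was used as the authors gave it. An HDAC3 or PROX1 peak counted as bound by HNF4α when an HNF4α peak covered at least 50% of it. Since HDAC3 and PROX1 peaks are 200 bp wide, an HNF4α peak under 100 bp cannot meet this limit.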

ChIP-seq analysis of HNF4α in control liver demonstrated HNF4α binding at >60% of HDAC3–PROX1 co-bound peaks (Fig. 3a). 

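Of the 20039 co-bound peaks, 12284 were covered by an HNF4α peak, a share of 61.3% (95% CI 60.6 to 62.0). At PROX1-only peaks the share was 36.7% (95% CI 35.6 to 37.8), or 2707 of 7384. The difference of 24.6 percentage points had a p of 2.0e-289 (Pearson's chi-square test over peaks, two-sided). Peaks are not replicates, so the difference was also computed for each of 20 chromosomes. It was positive on all of them and ranged from 19.2 to 29.9 percentage points (permutation of signs over chromosomes, two-sided, p = 2e-05). All chromosomes come from the same pooled livers, so this p does not measure the spread between livers. With the same sign on every chromosome, it is set mainly by the numbers of chromosomes and of sign flips. With 75% of the peak required in place of 50%, the co-bound share moved most, to 32.5%, against 18.7% at PROX1-only peaks, a difference of 13.8 percentage points. The narrower HNF4α peaks cannot meet the 75% rule at any position, so this fall does not by itself show weaker binding. The PROX1-only share moved most, to 15.6%, in the part of the HNF4α list with scores above the median. From the other side, 13000 of the 24253 HNF4α peaks, or 53.6% (95% CI 53.0 to 54.2), were covered by both an HDAC3 and a PROX1 peak.

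**Figure D1:**
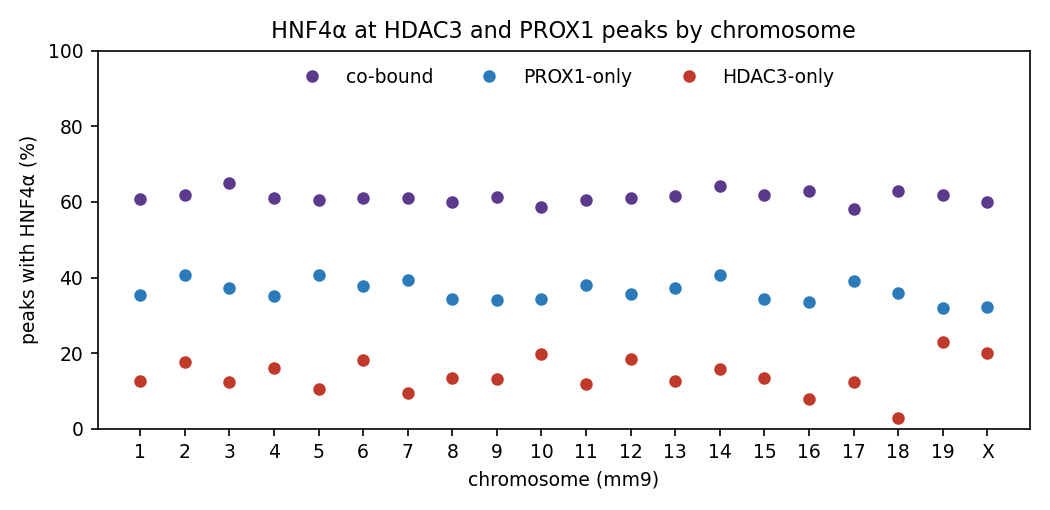
Share of co-bound, PROX1-only and HDAC3-only peaks with an HNF4α peak (vertical axis, %) on each mm9 chromosome (horizontal axis), 1 point per class and chromosome without replicates. Co-bound peaks lie above PROX1-only peaks and PROX1-only peaks above HDAC3-only peaks on all 20 chromosomes.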

In stark contrast, HDAC3-only peaks displayed significantly reduced HNF4α binding (~14%). 

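Among the 1208 HDAC3-only peaks, 169 were covered by an HNF4α peak, a share of 14.0% (95% CI 12.1 to 16.1). This was 47.3 percentage points below the co-bound peaks (Pearson's chi-square test over peaks, two-sided, p = 1.3e-230) and 22.7 below the PROX1-only peaks (p = 4.8e-54). Across the 20 chromosomes, the difference to the co-bound peaks ranged from 39.0 to 60.2 percentage points and that to the PROX1-only peaks from 9.14 to 33.1. Few HDAC3-only peaks lie on a single chromosome, from 10 on X to 93 on chromosome 4, which widens these ranges. The HDAC3-only share moved most, to 24.7%, with peaks merged into regions where closer than 1 kb, and was lowest, at 3.97%, in the part of the HNF4α list with scores above the median. It stayed below the co-bound and PROX1-only shares under each alternative.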

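Peaks bound by HDAC3, PROX1 and HNF4α are called triply bound. The HNF4α consensus was present in 5088 of the 12284 triply bound windows, or 41.4% (95% CI 40.6 to 42.3), and in 15.1% (95% CI 14.3 to 15.9) of the 7755 co-bound windows without HNF4α (Pearson's chi-square 1535). The C/EBP consensus was present in 19.9% (95% CI 19.2 to 20.6) of triply bound windows and in 17.6% (95% CI 16.7 to 18.4) of co-bound windows without HNF4α, a difference in the same direction but smaller (Pearson's chi-square test, two-sided, p = 3.7e-05). The DR2 consensus was rarer at triply bound windows, with 1.45% against 1.99% (chi-square p = 0.0037), but this difference was not resolved with 1 mismatch fewer (p = 0.34) or in 100 bp windows (p = 0.071).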

Motif analysis of the triply bound peaks showed an increased enrichment of the HNF4 motif and a mild de-enrichment of the C/EBP motif when compared to all HDAC3–PROX1 co-bound peaks (Fig. 3b). To address whether HNF4α was required for the recruitment of HDAC3–PROX1 at the co-bound sites we injected *Hnf4α* ^*fl*/*fl*^ mice with AAV8 TBG Cre to delete *Hnf4α* in hepatocytes (Supplementary Fig. 4a). ChIP-seq analysis of HNF4α in these mice revealed near complete loss of HNF4α binding at the genome (Fig. 3c and Supplementary Fig. 4b–d). Remarkably, a significant portion of both HDAC3 and PROX1 peaks were strongly reduced upon loss of HNF4α (Fig. 3d). Moreover, the HDAC3 and PROX1 sites that were affected were almost exclusively the same sites (Supplementary Fig. 5a).

**Fig. 3:**
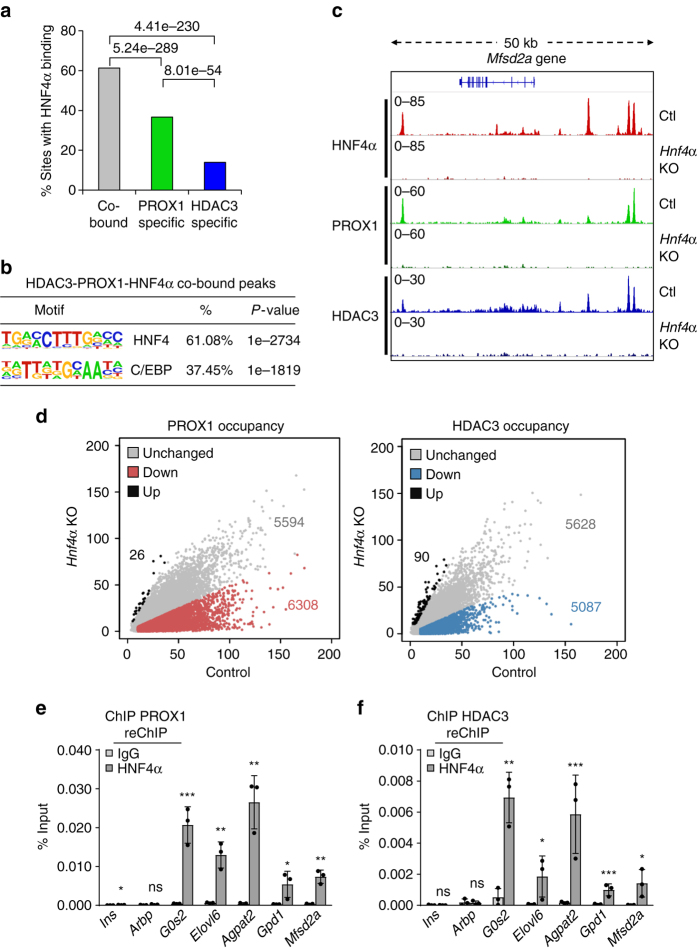
The HDAC3–PROX1 module is recruited by HNF4α in liver. **a** Comparison of HNF4α binding (>2 rpm, filtered on the HNF4α KO, 50% minimum overlap) at overlapping and non-overlapping peaks in the HDAC3 and PROX1 cistromes from Fig. 2a. *Numbers above brackets* indicate *P*-values, *χ* ^2^ test. **b** HOMER motif analysis of peaks co-bound by HDAC3, PROX1, and HNF4α displaying over-represented sequences. **c** Representative browser tracks of HNF4α, PROX1, and HDAC3 ChIP-seq in *Hnf4α* ^fl/fl^ livers infected with AAV8 TBG *Egfp* (Ctl) or *Cre* (*Hnf4α* KO). Indicated *scales* are in RPTM. **d** Scatter plots of PROX1 (*left*) and HDAC3 (*right*) ChIP-seq in control versus *Hnf4α* KO. *Red* and *blue shaded regions* indicate a twofold decrease in peak intensity upon loss of HNF4α. **e**, **f** Co-occupancy of HDAC3–PROX1 and HNF4α as indicated by ChIP–reChIP (*n* = 3) from liver. *Legend* indicates reChIP antibody following primary HDAC3 or PROX1 ChIP elution. Data are presented as mean ± s.d, one-tailed unpaired Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001, *ns* not significant

Co-binding of both PROX1 and HDAC3 with HNF4α nearby several lipid-related genes were confirmed by ChIP–reChIP (Fig. 3e, f). In addition, we observed a decreased interaction of PROX1 and HDAC3 in the *Hnf4α* knockout mice by Co-IP western blot, suggesting HNF4α may be required to stabilize the HDAC3–PROX1 interaction in vivo (Supplementary Fig. 5b). We compared the binding of both HNF4α and C/EBPβ at the co-bound sites that were lost in *Hnf4α* knockout versus those that were unaffected and observed a positive relationship between the strength of HNF4α binding and the dependency of HDAC3/PROX1 on HNF4α (Supplementary Fig. 5c). C/EBP, serving as a control comparison, did not display a similar correlation. These results strongly suggest that HNF4α recruits the HDAC3–PROX1 module to a substantial subset of binding sites, whereas other factors, like C/EBP, may be more important elsewhere in the genome.

### Liver depletion of PROX1 increases hepatic triglycerides

To determine the function of PROX1 in liver, *Prox1* was knocked down in adult hepatocytes of wild-type male mice using an AAV-based shRNA delivery vector (AAV8 TBG shProx1), which led to a ~70% depletion in PROX1 protein 3 weeks following injection (Fig. 4a). Importantly, no significant change in HDAC3 protein levels were observed upon knockdown of PROX1 (Supplementary Fig. 6a). Hepatic triglycerides (TG) were significantly elevated following 3 weeks of PROX1 knockdown, with a more striking difference in TG levels observed at 6 weeks post infection (Fig. 4b). Oil red O staining confirmed an increase in neutral lipid in livers of male mice infected with *Prox1* shRNAs (Fig. 4c). Thus, similar to HDAC3 knockout, depletion of PROX1 in liver results in increased triglyceride content. Of note, hepatic PROX1 levels were not significantly changed after 12 weeks of high fat diet (Supplementary Fig. 6b). Moreover, knockdown of *Prox1* in female livers led to a modest but non-significant increase in TG, potentially indicating a gender-specific response (Supplementary Fig. 6c).

**Fig. 4:**
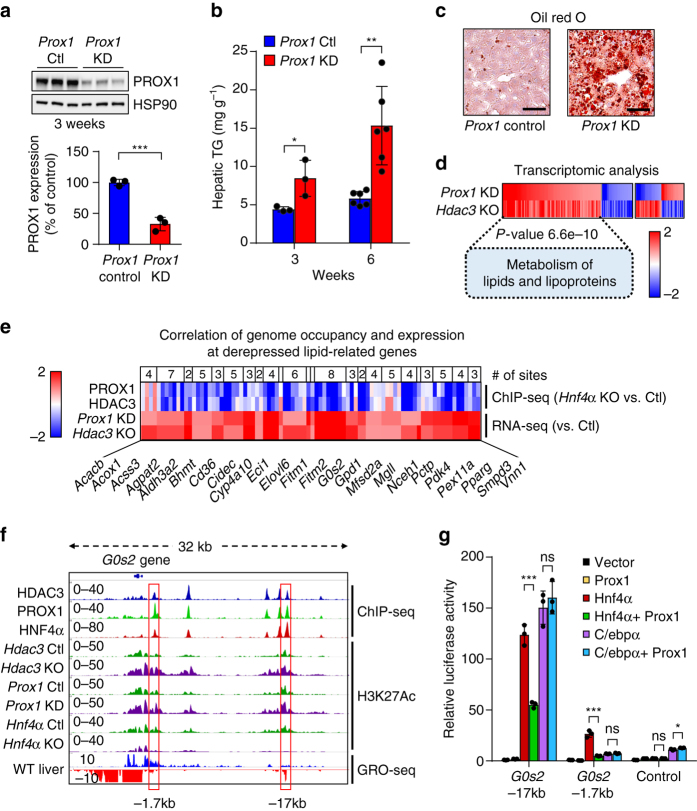
The HDAC3–PROX1 module suppresses steatosis by controlling a hepatic lipid metabolism gene program. **a** Western blot of liver samples from mice treated for 3 weeks with AAV8 TBG shLuciferase (*Prox1* Ctl) or shPROX1 (*Prox1* KD). Densitometry of the western blot shown above (*n* = 3). Data are presented as mean ± s.d. **b** Hepatic triglyceride assay of livers infected for 3 weeks (*n* = 3) or 6 weeks (*n* = 6) with indicated virus. Data are presented as mean ± s.d. **c** Oil red O staining of livers infected for 6 weeks as in (**b**). *Scale bar* is 50 µm. **d** RNA-seq analysis of *Hdac3* ^fl/fl^ mice infected for 2 weeks with AAV8 TBG *Egfp* (*n* = 2) or *Cre* (*Hdac3* KO, *n* = 3) vs. wild-type mice infected with AAV8 TBG shLuciferase (*n* = 3) or shPROX1 (*Prox1* KD, *n* = 3) for 3 weeks. Heatmap displays coregulated genes (1.7-fold change, *P* < 0.05) grouped by expression correlation (135 genes) or anti-correlation (50 genes) upon ablation of HDAC3 or PROX1. *Scale bar* represents log_2_(fold change). *Inset* shows the *P*-value and corresponding gene list for the highest ranking Reactome pathway in the co-upregulated cluster. **e** Heatmap displays co-upregulated lipid-related genes upon ablation of HDAC3 or PROX1 and the corresponding binding strength of adjacent HDAC3–PROX1 co-bound peaks (−50kb upstream of the transcription start site, TSS through +2 kb from the transcription end site, *TES*) in the HNF4α KO liver relative to control. *Scale bar* represents log_2_(fold change) for RNA-seq and fold-change for ChIP-seq. **f** Example ChIP-seq and GRO-seq browser tracks at the *G0s2* locus. *Red boxes* indicate location of putative *G0s2* enhancers. **g** Luciferase assay (*n* = 3) indicating transcriptional response to co-expression of HNF4α, PROX1 and C/EBPα at *G0s2* enhancers as identified in (**f**). Data are presented as mean ± s.d. Two-tailed unpaired Student’s *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001, *ns* not significant

### HDAC3 and PROX1 coregulate a lipid gene expression program

To determine if transcriptional mechanisms of coregulation by HDAC3 and PROX1 had a role in regulating this striking liver lipid phenotype, we performed RNA-seq on *Hdac3* knockouts (Supplementary Fig. 6d) and 3 week *Prox1* shRNA livers. We observed a significant overlap of genes whose expression was altered by loss of either factor, with a striking over-representation of genes whose directionality of change was correlated and a strong preference for upregulated genes, consistent with the function of both HDAC3 and PROX1 as transcriptional repressors (Fig. 4d and Supplementary Data 3). Pathway analysis (Reactome) revealed the group of transcripts co-upregulated by HDAC3 and PROX1 loss to be highly enriched for regulation of lipid metabolism, including a number of important mediators of lipid synthesis and lipolysis (Fig. 4d). Correlation analysis comparing the frequency of HNF4α-dependent HDAC3–PROX1 binding sites at unchanged and HDAC3–PROX1 coregulated genes revealed a statistically significant relationship (chi-square with Yates correction, *P* < 0.0001). This association was consistent at lipid-related genes (Fig. 4e), and point to a strong correlation between co-upregulated lipid-related gene expression and the co-occupancy of HNF4α-dependent, HDAC3–PROX1 co-bound sites.

Transcriptional coregulation of a number of genes whose expression are critical to maintenance of lipid homeostasis, such as *G0s2* ^39^, *Elovl6* ^40^, *Mfsd2a* ^41^, and *Cidec* ^42^ were confirmed by qPCR following *Hdac3* knockout or *Prox1* knockdown (Supplementary Fig. 7). Upon examination, a number of these loci exhibited a strong overlap of HDAC3, PROX1, and HNF4α ChIP-seq signals, consistent with our genome-wide analysis (Fig. 4f and Supplementary Fig. 8a–d). In addition, we observed upstream co-bound regions that exhibited high H3K27 acetylation, suggesting that these sites may be putative enhancers. Indeed, upon loss of HDAC3 or PROX1, we observed an increase in HNF4α-dependent H3K27 acetylation at these putative enhancer regions. Moreover, analysis of nascent transcription, utilizing an existing global run-on sequencing (GRO-seq) data set in liver^43^, revealed bi-directional enhancer RNAs (eRNAs) at a number of co-bound regions. 

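The lists of all 3 factors were compared in the windows of the 24 lipid-related genes of Fig. 4e, from 50 kb upstream of the TSS to 2 kb past the end of the gene. With the 50% rule and the full HNF4α list, each of the 24 genes had at least 1 co-bound peak with HNF4α in its window. This depends on the rule and the list. With 75% of the peak required, *Cidec*, *Eci1*, *Fitm2*, *Pdk4* and *Pex11a* had none, and in the part of the list with scores above the median *Eci1*, *Fitm2* and *Pdk4* had none. The 75% rule is also limited by width, since the narrower HNF4α peaks cannot meet it at any position. Together the windows held 134 co-bound peaks, counting a peak once per gene, of which 91, or 67.9% (95% CI 59.6 to 75.2), had HNF4α. They also held 25 PROX1-only and 3 HDAC3-only peaks. The genes were chosen by the paper, so this share describes them and is no test. *G0s2*, which encodes an inhibitor of lipolysis, lies on the reverse strand of chromosome 1 of mm9 from 195098355 to 195099382. Of the 9 co-bound peaks in its window, 8 had HNF4α. The highest HNF4α scores were 126.7, at the co-bound peak from 195137905 to 195138104, and 124.9, at the intergenic one from 195116247 to 195116446. The first is centred at -38.6 kb from the *G0s2* TSS, in an intron of another gene. The second is centred at -17.0 kb from the *G0s2* TSS. The TSS nearest to the enhancer cloned from this second site is that of *Lamb3*, with the enhancer at -11797 bp from it. The promoter held 1 HDAC3-only peak, at 195099170 to 195099369, without HNF4α. *Mfsd2a*, on chromosome 4 from 122624093 to 122638431, had 5 co-bound peaks, 3 of them with HNF4α. *Cidec*, on chromosome 6 from 113374628 to 113385754, had 3, of which 2 had HNF4α. *Gpd1*, on chromosome 15 from 99547946 to 99555436, had 4, of which 3 had HNF4α.

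**Figure D2:**
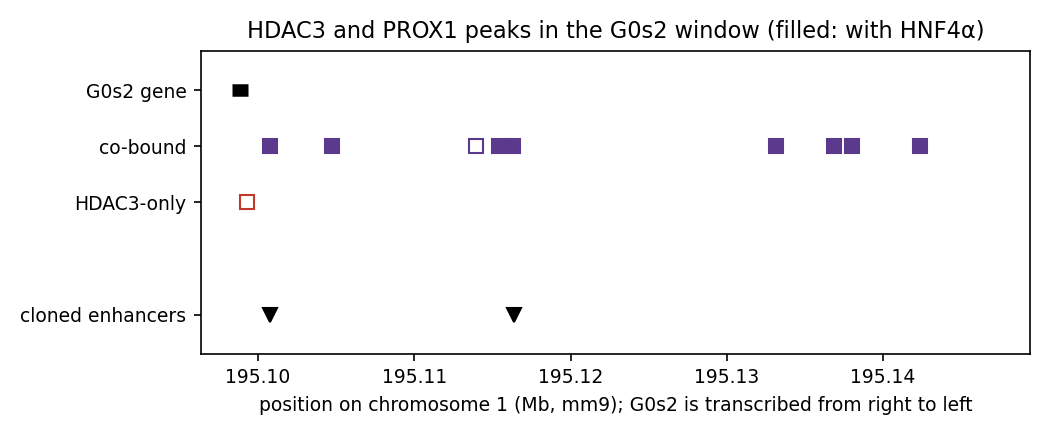
Map of the *G0s2* window on chromosome 1 of mm9 (horizontal axis, Mb), with 1 row each for the gene, co-bound peaks, HDAC3-only peaks and the enhancers cloned for reporter assays. Filled squares stand for peaks with HNF4α; 8 of the 9 co-bound peaks are filled and the HDAC3-only peak at the promoter is open.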

To determine whether these binding sites act as enhancers, we cloned the *G0s2* −17 kb and −1.7 kb binding sites into the pGL4 Luciferase reporter. Co-transfection of the enhancer reporter plasmid with an HNF4α expression vector revealed strong transcriptional induction by HNF4α at both the −17 kb and −1.7 kb sites, whereas mutation of the HNF4α binding site severely disrupted activation by HNF4α (Fig. 4g and Supplementary Fig. 9). Interestingly, expression of PROX1 significantly repressed HNF4α-mediated transcriptional activation, whereas it was unable to repress trans-activation induced by C/EBPα expression. These data indicate that the −17 kb, and to a lesser extent the −1.7 kb, binding sites act as HNF4α-controlled enhancers for the expression of *G0s2* and that HDAC3 and PROX1 act as direct repressors of these enhancers. Overall, our results indicate that the interaction between HDAC3 and PROX1 is critical for regulating liver metabolic gene expression and maintenance of hepatic lipid homeostasis.

## Discussion

In this study, we determined in vivo protein interactors of the class I histone deacetylase HDAC3 in mouse liver. This interactome revealed a number of binding partners in addition to confirming the well-established role of HDAC3 as a component of the NCoR complex^16, 17, 20^. Among these binding partners, we explored the functional interaction between HDAC3 and the Prospero-related homeobox protein PROX1. We determined that HDAC3 and PROX1 co-occupy a high number of genomic binding sites and that these binding sites correlate strongly with both the DNA-binding motif and the cistrome of HNF4α. Moreover, upon loss of HNF4α, a significant portion of HDAC3 and PROX1 co-occupied sites exhibit a profound loss of genomic binding. Depletion of PROX1 specifically in mature adult liver resulted in a marked increase in liver triglyceride content similar to that observed upon loss of HDAC3^12^, likely due to the dysregulation of a coregulated gene expression program important for lipid synthesis and lipolysis. Furthermore, we defined a liver enhancer responsible for controlling the expression of the lipolysis inhibitor G0S2, and showed that its transcriptional activation by HNF4α can be specifically repressed by PROX1. Overall, these results strongly suggest HDAC3 and PROX1 function in liver to corepress gene transcription important for maintenance of lipid homeostasis.

Protein–protein interactions are critical for determining biological functionality, including the control of chromatin function and gene expression, and can be strongly influenced when a binding partner is restricted to a specific cell type or tissue. Previous studies defining interacting partners for HDAC3 by mass spectrometry have not provided significant depth or elucidated tissue-specific factors bound with HDAC3 in vivo^15, 18, 44, 45^. Our strategy for identifying HDAC3 interactors in liver differs from methods that have been successful in cultured cells^46^ in two important ways. First, through co-expression of fusion-tagged HDAC3 and Cre recombinase in *Hdac3* ^*fl*/*f*^ animals via adeno-associated viral vectors (AAV8) under the control of the thyroxine binding globulin promoter (TBG), we were able to express our bait protein in vivo in hepatocytes lacking endogenous HDAC3. Second, we found that cross-linking isolated nuclei rather than whole liver depleted significant cytoplasmic and mitochondrial liver contaminants leading to reduced sample complexity and increased depth and sensitivity of our interacting protein mass spectrometric identifications. Nuclear isolation prior to functional assays, co-IP, and ChIP has been widely utilized in the transcriptional field^47^, most recently being employed for techniques such as GRO-seq^48^ and INTACT^49^. In addition, we have compared the cistromes of HDAC3 from standard ChIP-seq and those produced with our protocol and found them to be highly correlated (Pearson correlation, *R* = 0.781), suggesting that the nuclear isolation step is not having a major effect on the biological landscape that we are attempting to elucidate.

Similar to cross-linking methods developed for cultured cells^46^, the present method is improved in its ability to capture more transient interactions, including those at the genome. Of note, although previous work has shown the circadian nuclear receptor Rev-erbα and other nuclear receptors to be interacting partners for the HDAC3-containing NCoR complex^6, 21^, these proteins were not found in a previous HDAC3 proteomic screen performed in CEM T cells^45^. By contrast, the current study revealed several important HDAC3-bound nuclear receptors in liver including HNF4α, RXRα, Rev-erbα, and FXR, implicating HDAC3 in their functions. Our screen also revealed several non-nuclear receptor sequence-specific transcription factors such as C/EBPα, ChREBP, CREB1, and ETV6, possibly pointing to a broader role of HDAC3/NCoR in corepressing non-nuclear receptor transcription factors in liver. Alternatively, it is conceivable that our cross-linking-based sample preparation is capable of capturing targets of HDAC3 enzymatic activity. Indeed, a number of the interactors elucidated in our screen have been shown to be regulated by lysine acetylation including C/EBPα^50^, ChREBP^51^, CREB1^52^, and others, and it is therefore interesting to speculate that HDAC3 may regulate their functions through this mechanism.

Interaction of HDAC3 was also observed with several important nuclear complexes such as Integrator^53, 54^, Cohesin^55^, SWI/SNF^56^, and NuRD^57^, which have been implicated in the regulation of transcription through binding and functional control of gene-specific enhancers. Previous studies suggested that HDAC3 genomic binding correlates primarily with regions of active transcription^58^, which our results strongly support and extend to suggest that these components of the transcriptional machinery may be involved. It will be interesting to determine whether HDAC3 has a role as a bona fide member of these complexes or rather regulates their function through enzymatic or non-enzymatic mechanisms. The processes by which transcriptional activators and repressors act together at these enhancers to specifically tune gene expression remains an important unanswered question.

Although PROX1 has been shown to be critical for the development and specification of several tissues^25–29, 59^, its functions in the physiology of adult liver have not been determined. Our study provides evidence that PROX1 in adult liver helps maintain proper lipid homeostasis, as its depletion results in metabolic gene transcriptional changes and a strong upregulation of hepatic triglycerides. A previous study suggested that haploinsufficiency of *Prox1* in mice results in obesity^60^, and these animals exhibited an increase in liver lipids, which was suggested to be secondary to obesity. Our results suggest that the haploinsuffficiency of *Prox1* in hepatocytes might also contribute to the hepatosteatotic phenotype.

Unlike PROX1, which displays significant tissue specificity^31^, HDAC3 expression is relatively ubiquitous. Even so, PROX1 and HDAC3 are implicated in the control of several overlapping tissues such as pancreas, heart, central nervous system, and liver. Thus it is possible that, in these biological contexts, PROX1 provides tissue-specific functionality to HDAC3 through protein–protein interaction. HDAC3 has been implicated in beta cell function and the regulation of glucose homeostasis^61^. Interestingly, genome-wide association studies have revealed a CC variant SNP of *Prox1* (rs340841) that contributes to the control of fasting glucose levels and the development of diabetes^62, 63^. Perhaps in pancreatic beta cells, as in liver, HDAC3 and PROX1 form a complex to regulate gene expression involved in the control of organismal metabolism.

NAFLD is a disorder whose prevalence is increasing alongside metabolic syndrome, obesity, and type 2 diabetes and affects as high as 30% of the adult population in developed countries^1, 2^. As a major risk factor for liver inflammation (NASH) and scarring/fibrosis^3^, understanding the molecular mechanisms of liver function is of critical importance to development of therapies for this unmet medical need. Here, we have defined an interaction between HDAC3 and PROX1 that is nucleated at the genome by HNF4α, and elucidated the role of this repressor module in controlling hepatic triglyceride content by modulating lipid synthesis and lipolytic gene expression. These results highlight the importance tissue-specific corepressor interactions in maintaining liver metabolism and illustrate new pathways for therapeutic intervention.

## Methods

### Animal studies

Mice were housed in a temperature-controlled specific-pathogen-free facility under 12 h light/dark cycles (lights on at 0700 hours, off at 1900 hours). Adult male mice between the ages of 10–16 weeks old were used in all experiments unless otherwise indicated. AAV8 TBG Cre was intravenously injected at 1.5 × 10^11^ GC per mouse to induce hepatocyte-specific gene knockout, using AAV8 TBG GFP as a negative control. For MS experiments AAV8 TBG HDAC3-HA or control AAV8 TBG HA-EGFP vectors were injected at 5 × 10^10^ GC per mouse in combination with either AAV8 TBG Cre or AAV TBG GFP, respectively. All mice in an experiment received equal total dosages of AAV vectors by supplementing with AAV8 TBG empty or AAV8 TBG GFP vectors where appropriate. All mice were killed by CO_2_ inhalation followed by tissue harvest at 2 weeks after viral injection at ZT10 except indicated otherwise. All animal procedures followed the guidelines of the Institutional Animal Care and Use Committee of the University of Pennsylvania.

### Constructs and viral vectors

AAV8 TBG viral constructs for the expression of HA-EGFP and HDAC3-HA were generated by PCR cloning and Gibson Assembly. All constructs were sequence verified by Sanger sequencing at the Penn Genomic Analysis Core. Adeno-associated viruses were produced and purified by the University of Pennsylvania Vector Core. AAV-based knockdown vectors were generated through Gibson cloning of *Egfp* and the UltramiR mir-30 scaffold^64^ into a modified AAV8 TBG vector containing a downstream Woodchuck Hepatitis Virus Posttranscriptional Regulatory Element (WPRE). Two target sequences used for *Prox1* knockdown, determined using the shERWOOD algorithm^64^, were: (TTCAGAGCAGGATGTTGAATA) and (GAGAAGGCAGCAACAAAGAAA). The control shRNA sequence targeting Luciferase was (CGCTGAGTACTTCGAAATGTC). For in vivo knockdown experiments mice received 1 × 10^12^ GC per mouse of each *Prox1* targeting virus or 2 × 10^12^ GC per mouse of the control shLuciferase virus. For enhancer luciferase reporter vectors, enhancers for *G0s2* were selected by comparing H3K27Ac and GRO-seq tracks (GEO Accession number GSM1437738)^43^ with binding sites for HDAC3, PROX1, and HNF4α. Enhancer regions of 200 bp were cloned into the MCS of the pGL4 luciferase reporter system (Promega). pRL-SV40 renilla was used as a control for firefly luciferase expression. Primers used in this study can be found in Supplementary Data 4.

### Liver triglyceride measurement and oil red O staining

For measuring triglyceride, livers were lysed in lysis buffer (140 mM NaCl, 50 mM Tris, and 1% Triton X-100, pH 8) followed by triglyceride assay using LiquiColor kit (Stanbio). Oil red O staining was performed by the University of Pennsylvania Center for Molecular Studies in Digestive and Liver Disease Molecular Pathology & Imaging Core.

### Cell culture and luciferase assay

HEK 293T cells purchased from ATCC were maintained in DMEM medium containing 10% FBS and 100 µg ml^−1^ Penicillin/streptomycin at 5% CO_2_ and 37 °C. Transfections of plasmids for the expression of proteins and luciferase reporter constructs were performed using Fugene 6 (Roche). For luciferase assays, after 18–24 h of transfection, cells were washed once with PBS followed by lysis in passive lysis buffer (Promega). Lysates were analyzed for firefly and control renilla luciferase activity using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions and read on a microplate reader equipped with a dual-injection system (BioTek).

### Immunoprecipitation and western blotting

For western blot analysis of total lysates, samples were lysed in a TissueLyser (Qiagen) in radioimmunoprecipitation assay buffer (RIPA buffer) supplemented with complete EDTA-free protease inhibitor (Roche) and 1 mM PMSF. Samples were resolved by Tris-glycine SDS-PAGE (Biorad), transferred to nitrocellulose membrane (Biorad), and blotted with the indicated antibodies. Antibodies for western blotting were anti-PROX1 (Millipore, 07-537, 1:1000), anti-HDAC3 (GeneTex, GTX113303, 1:1000), anti-HNF4α (Santa Cruz, sc-8987, 1:500), anti-HA 3F10 High Affinity (Roche, 12013819001, 1:5000), anti-FLAG M2 HRP (Sigma, A8592, 1:10,000), anti-Actin HRP (Santa Cruz, sc-1616 HRP, 1:5000), anti-HSP90 (Cell Signaling, 4874, 1:1000), and anti-rabbit HRP (Cell Signaling, 7074, 1:10,000). For immunoprecipitation followed by western blot livers were cross-linked with 2 mM dithiobis(succinimidyl propionate), DSP (Pierce) in PBS at room temperature for 30 min, quenched with glycine, washed with ice cold PBS, and subsequently lysed in RIPA buffer containing protease inhibitors and PMSF. Samples were pre-cleared with protein A sepharose CL-4B (GE Healthcare), and incubated with either anti-HA agarose (Sigma, A2095) or with anti-HDAC3 (GeneTex, GTX113303, 10 μg) or anti-PROX1 (Millipore, 07-537, 10 μg) antibodies and captured with TrueBlot anti-Rabbit IgG agarose (Rockland). Immunoprecipitates were washed five times with RIPA and eluted with SDS loading dye. For in vitro coimmunoprecipitation analysis, HEK 293T cells were transfected with pcDNA FLAG-NCOR1 or PROX1 vectors with Fugene 6 (Promega). For domain mapping of PROX1 interaction with HDAC3, pcDNA FLAG-tagged PROX1 mutants, HDAC3-HA and EGFP were transfected as indicated. At 72 h after transfection, cells were washed with PBS and lysed in IP buffer (50 mM Tris 7.4, 150 mM NaCl, and 0.5% NP-40) containing protease inhibitors and 1 mM PMSF. Samples were pre-cleared with protein A sepharose CL-4B (GE Healthcare), and incubated with anti-FLAG M2 resin (Sigma, A2220). Immunoprecipitates were washed five times with IPLS and eluted with SDS loading dye for western blot analysis. Uncropped scans of western blots are shown in Supplementary Fig. 10.

### Mass spectrometry

Livers from *Hdac3* ^fl/fl^ animals transduced with AAV8 TBG HDAC3-HA and AAV8 TBG Cre or AAV8 TBG HA-EGFP and AAV8 TBG EGFP were harvested after 2 weeks of infection. A 250 mg sample of liver was dissected, dounced 10 strokes with pestle A in 15 ml swelling buffer (10 mM Tris-HCl pH 7.4, 2 mM MgCl_2_, 3 mM CaCl_2_) supplemented with 1 mM PMSF, and incubated for 20 min on ice. Swelled cells were dounced 15 strokes with pestle B, an additional 15 ml swelling buffer with PMSF was added, filtered through a 100 µm cell strainer, and spun at 400×*g* for 10 min to collect cells. Cells were resuspended in 5 ml swelling buffer with 10% glycerol and PMSF and an additional 5 ml of swelling buffer supplemented with 10% glycerol, 1% NP-40, and 1 mM PMSF was added slowly while vortexing. Following lysis, nuclei were washed 1 time with PBS and subsequently fixed with 1% formaldehyde diluted in PBS for 15 min at room temperature. Cross-linked samples were quenched with glycine, washed once with PBS, and resuspended in 1 ml NCB (20 mM Tris-HCl pH 8, 100 mM KCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP-40, 1 mM DTT) supplemented with complete EDTA-free protease inhibitor tablet (Roche) and 1 mM PMSF. Lysis was allowed to proceed for 1 h followed by sonication with a probe sonifier (Branson). Cross-linked chromatin extracts were cleared by centrifugation and where indicated samples were treated with 1000 Kunitz units of either micrococcal nuclease (NEB) or Benzonase nuclease (Sigma) for 30 min at 30 °C. Extracts were immunoprecipitated with anti-HA agarose (Sigma, A2095) overnight, washed three times in NCB supplemented with protease inhibitors and 1 mM PMSF, washed two times in NCB, washed two times in HPLC-grade water, eluted with 10% ammonium hydroxide diluted in HPLC-grade water, and dried to completion in a SpeedVac (Eppendorf).

Samples were prepared for MS^65^. Briefly, after reduction/alkylation, samples were digested with LysC (Wako) for 2 h followed by Trypsin (Promega) at 37 °C overnight. Samples were resuspended in 1% acetic acid, and desalted with C_18_ stage tips (Empore, 2215). EASY-nanoLC (Thermo Fisher Scientific) was configured with a 75 µm ID × 17 cm Reprosil-Pur C_18_-AQ (3 µm; Dr Maisch GmbH, Germany) nano-column and coupled with an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific). Full scan MS spectrum (*m*/*z* 360−1600) was performed in the Orbitrap with a resolution of 120,000 (at 200 *m*/*z*). Fragmentation was performed with higher energy collisional dissociation (HCD) and a maximum injection time of 120 ms. MS/MS data were collected in centroid mode in the ion trap mass analyzer. Peptides were identified using MaxQuant (v1.5.3.30) using the Mus Musculus UniProt FASTA database (March 2016, Q921N8 added) and MaxQuant contaminants FASTA with an FDR < 1% at the peptide spectrum match and protein levels. Protein abundance was deconvoluted from peptide intensity using the intensity-based absolute quantification (iBAQ)^24^ algorithm, followed by log_2_ transformation, normalization by the median intensity, and missing values imputed (width 0.25, downshift 2.0) using Perseus (v1.5.5.3) (Supplementary Data 1). Significance was estimated using a two-tailed homoscedastic *t*-test (*P*-value < 0.05).

### RT-qPCR and RNA-seq

Total RNA was extracted using TRIzol (Invitrogen) and RNeasy mini kit (Qiagen). Contaminating DNA was removed using the RNase-Free DNase Set (Qiagen) on-column digestion protocol per manufacturer’s instructions. RT-qPCR was performed with the High Capacity RT kit (Thermo Fisher Scientific), Power SYBR Green PCR Master Mix (Thermo Fisher Scientific), and a QuantStudio™ 6 Flex Real-Time PCR System (Thermo Fisher Scientific) using absolute quantification method with standard curves. *36b4* (*Arbp*) was used as housekeeping control. RNA-seq libraries were generated using the Tru-seq kit (Illumina). Raw reads were aligned to the mm9 reference genome using Tophat version 2.1.9 using the parameters recommended by the original author. Differential expression analysis was performed using CuffDiff 2 using default parameters.

### ChIP-qPCR, ChIP–reChiP, and ChIP-seq

For ChIP and ChIP-seq^6, 66^, livers were mildly dissociated by dounce with pestle A for six strokes in PBS containing 1% formaldehyde and rocked for 15 min, quenched with glycine, washed with PBS, and sonicated with a probe-type sonifier (Branson) in RIPA supplemented with protease inhibitors and PMSF. Sonicated extracts were immunoprecipitated with antibodies for HDAC3 (Abcam, ab7030, 10 μg), PROX1 (Millipore, 07-537, 10 μg), HNF4α (Santa Cruz, sc-8987, 10 μg), or H3K27Ac (Abcam, ab4729, 2 μg), and captured with bovine serum albumin blocked CL-4B protein-A sepharose beads (GE). PROX1 ChIP-seq was validated by comparing results of ChIP-seq with two different PROX1 antibodies raised against separate epitopes (Millipore, 07-537 and Proteintech, 51043-1-AP), which showed a highly significant Pearson correlation (*R* = 0.96). The HNF4α and HDAC3 antibodies used for ChIP in this study have been validated in the literature^67, 68^.

ChIP–reChIP from three biological replicate livers was performed essentially as standard ChIP, except following the first IP chromatin-protein complexes were eluted in 1% SDS with 10 mM DTT for 15 min at 65 °C. Subsequent to elution of the first ChIP, complexes were re-diluted in 10 volumes RIPA supplemented with protease inhibitors (Roche), PMSF (Sigma), 5 mg ml^−1^ BSA, and 2 μg Lambda DNA/HindIII (NEB), followed by a second ChIP with the either anti-rabbit IgG (Cell Signaling Technologies, #2729) or the indicated antibody.

For ChIP-seq, ChIP was performed independently on livers from different mice (*n* = 3). The precipitated DNA samples were barcoded and amplified according Illumina guide protocols, followed by deep sequencing on a HiSeq 2000 (Illumina). Sequencing reads of biological replicates for PROX1 and HDAC3 were aligned to the mm9 genome using Bowtie v0.12.7. Duplicate reads were removed and replicates were pooled using HOMER v4.7. Genome browser tracks were generated and peaks were called using HOMER with default parameters and IgG as input. Peaks more than threefold over input and >2 rpm in PROX1 and >1.5 rpm in HDAC3 were used for further downstream analyses. Venn diagram was generated using bedtools v2.26.0 and Vennerable R package with peaks overlapping at least 50% and having at least 1 rpm in the other ChIP-seq. Motif analyses were performed with HOMER using 200 bp peak windows. Gene ontology was performed using Reactome 2016. Track visualization was performed using the Integrated Genomics Viewer (Broad Institute).

Sequencing reads of biological replicates for PROX1, HDAC3, and HNF4α in *Hnf4α* ^fl/fl^ and *Hnf4α* conditional liver knockout animals were processed similarly. Previously published C/EBPα ChIP-seq (GEO Accession numbers GSM1816821 and GSM1816822, replicates combined)^69^ and C/EBPβ ChIP-seq (GEO Accession number GSM1446070)^66^ were re-processed using the same parameters. Peaks >1 rpm for PROX1 and HDAC3 and >2 rpm for HNF4α were used for further downstream analyses. Scatter plots and box plots were generated using the HOMER annotatePeaks command and R.

### Statistical methods

Data are presented as mean ± s.d. unless otherwise stated. Microsoft Excel software, GraphPad Prism 7, MathWorks MATLAB, or R was utilized for all graphing and statistical tests. For comparison between two groups, two-tailed unpaired Student’s *t*-test were utilized unless otherwise stated, where *P* < 0.05 was considered statistically significant and the significance is marked by *P < 0.05, **P < 0.01, and ***P < 0.001 unless otherwise noted. Wilcoxon–Mann–Whitney test was performed for statistical comparison between HNF4α binding and C/EBPα or C/EBPβ binding in the HDAC3–PROX1 down peaks in *Hnf4α* liver KO vs.HDAC3–PROX1 unchanged peaks in *Hnf4α* liver KO (Supplementary Fig. 5c) and exact *P*-values were reported. For correlation analysis of HDAC3–PROX1 coregulated genes with HNF4α-dependent binding sites, a χ^2^ contingency table with Yates correction was used. All other statistical comparisons for two groups of peaks were done using Pearson’s χ^2^ contingency table tests and *P*-values were reported for each pair. All statistical tests are fully described in figure legends. The required sample size was calculated based on similar experiments and analyses carried out previously. The number of animals in each experiment is stated in the respective figure legends.

### Data availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^70^ and are accessible through GEO Series accession number GSE90533 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90533). All mass spectrometry data reported here have been deposited in Chorus under ID number 1251. All other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

# Supplementary material for: An HDAC3-PROX1 corepressor module acts on HNF4α to control hepatic triglycerides
**Source:** Nat Commun. 2017 Sep 15;8:549. doi: 10.1038/s41467-017-00772-5

## **Description of Supplementary Files**

File Name: Supplementary Information

Description: Supplementary Figures

File Name: Supplementary Data 1

Description: (Related to Fig. 1b). nLC-MS/MS analyses (MaxQuant) of all study associated experiments.

File Name: Supplementary Data 2

Description: (Related to Fig. 1c). nLC-MS/MS analyses of HDAC3 high-confidence interacting proteins.

File Name: Supplementary Data 3

Description: (Related to Fig. 4d). Relative transcript levels from RNA-seq of Hdac3 liver KO vs wild-type and shProx1 vs shLuciferase.

File Name: Supplementary Data 4

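The primers of the reChIP assays can be placed on the genome to show which peaks they test. In reChIP, chromatin precipitated with a first antibody is precipitated again with a second one, so that a PCR product reports DNA bound by both factors. On mm9, the *G0s2* primers amplify chromosome 1 from 195116299 to 195116394, within the co-bound peak of the upstream enhancer and the HNF4α peak there. The *Agpat2* product, on chromosome 2 from 26456288 to 26456417, lies in an intron and overlaps a co-bound peak over 130 bp. The *Elovl6* product, on chromosome 3 from 129153736 to 129153874, is intergenic and lies at -81500 bp from the TSS. The *Gpd1* product, on chromosome 15 from 99546440 to 99546601, and the *Mfsd2a* product, on chromosome 4 from 122656179 to 122656313, are also intergenic. All 5 of these products overlap a co-bound and an HNF4α peak. The co-bound peaks hit by the *Agpat2*, *Gpd1* and *Mfsd2a* products are covered by HNF4α peaks over less than 50% of their length, so they do not count as bound by HNF4α here. The products of *Arbp*, in an exon of *Rplp0* on chromosome 5 from 116011022 to 116011119, and of *Ins*, at the *Ins1* promoter on chromosome 19 from 52338398 to 52338505, overlap no peak of the 3 lists.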

Description: PCR primers used in this study.

**a**

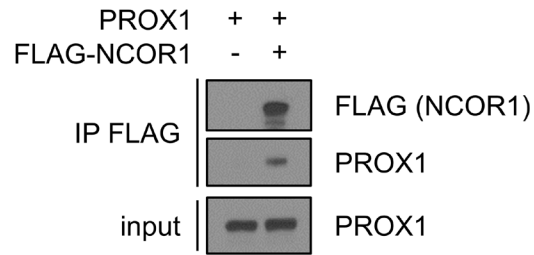

**b**

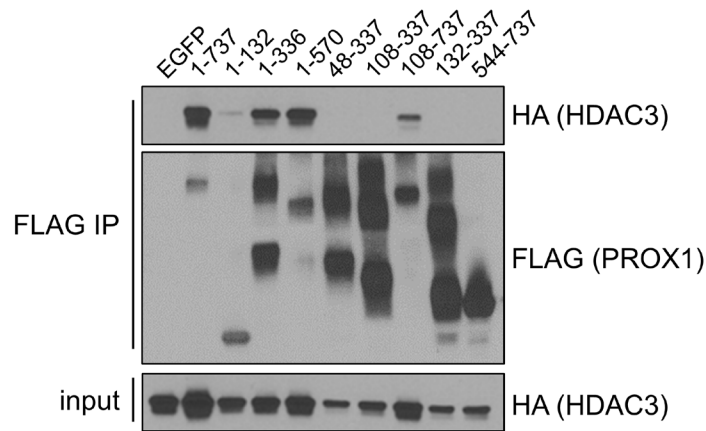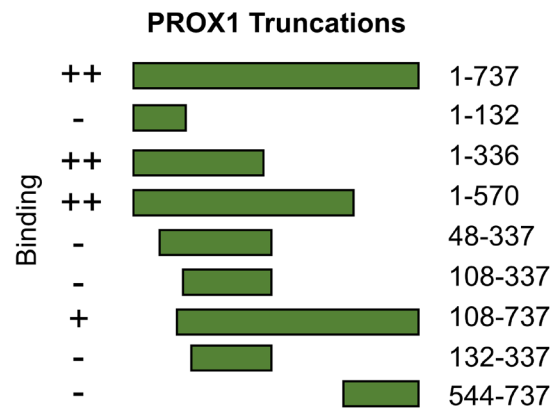

**Supplementary Figure 1. Interrogation of PROX1 interaction with HDAC3-NCOR.** (a) Co-immunoprecipitation western blot analysis of FLAG-NCOR1 co-expressed with PROX1 in HEK 293T cells. (b) Domain mapping to identify regions of PROX1 required for interaction with HDAC3. FLAG-tagged PROX1 truncations were co-expressed with HDAC3-HA in HEK 293T cells and subjected to FLAG immunoprecipitation followed by western blotting.

a

# cytoHUBBA analysis

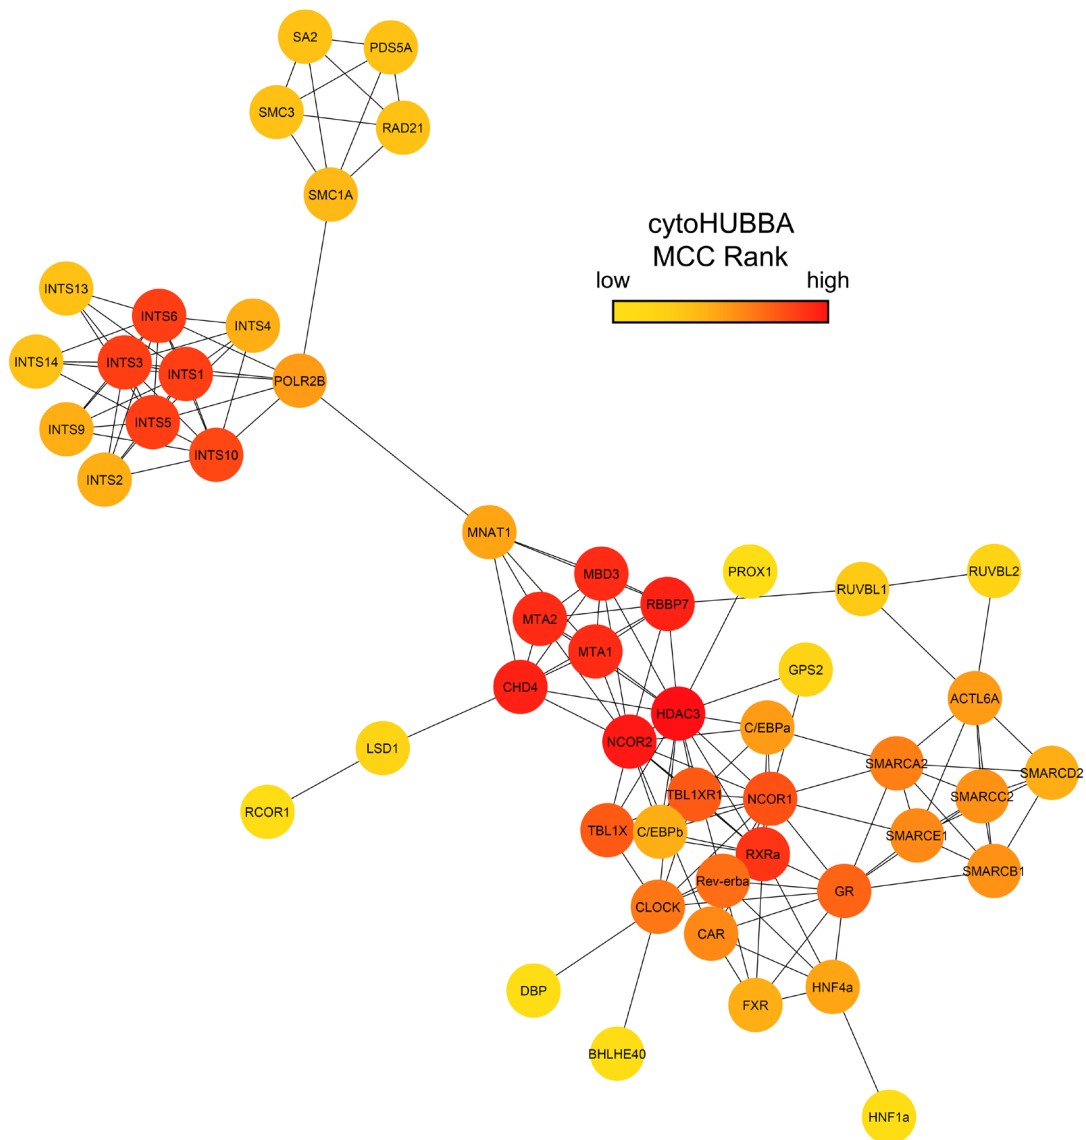

**Supplementary Figure 2. HDAC3 interactome topology analysis.** (a) cytoHUBBA analysis using the maximal clique centrality (MCC) of HDAC3 interactors annotated from STRING. Active interaction sources include experiments and databases with a minimum interaction score of 0.6. Nodes are colored by rank order.

a

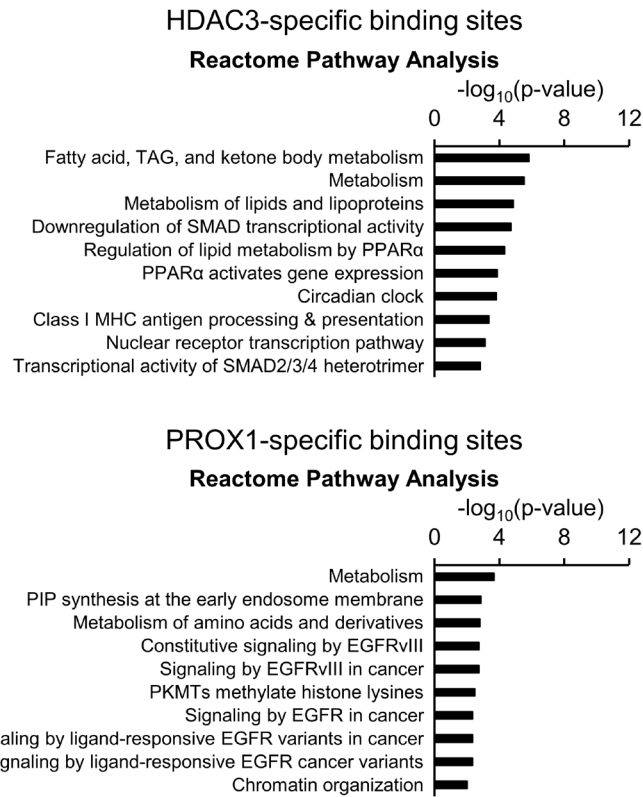

b

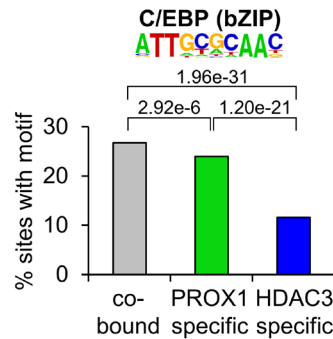

**Supplementary Figure 3. HDAC3 and PROX1 supporting cistromic analysis.** (a) Reactome analysis of the nearest genes within 100kb from the top 1000 HDAC3-specific and PROX1-specific peaks. (b) HOMER motif enrichment analysis of the C/EBP (bZIP) motif at overlapping and non-overlapping peaks determined in **Fig. 2a**. Numbers above brackets indicate p-values, Chi-squared test.

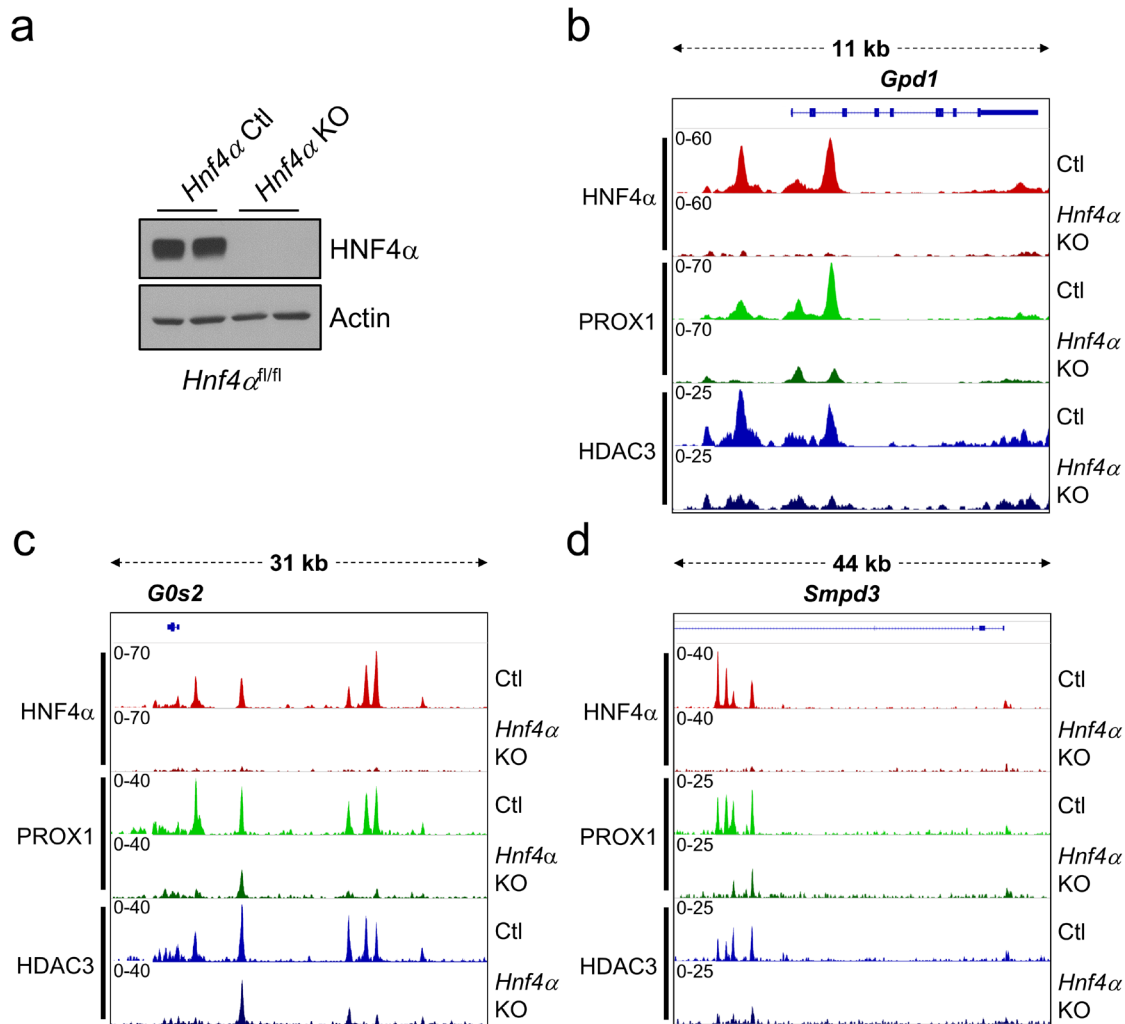

**Supplementary Figure 4. HDAC3, PROX1, and HNF4 $\alpha$  genomic binding in wild-type and *Hnf4 $\alpha$*  knockout liver. (a) Western blot confirming HNF4 $\alpha$  KO. (b-d) Representative browser tracks at lipid-related genes of HNF4 $\alpha$ , PROX1, and HDAC3 ChIP-seq in *Hnf4 $\alpha$ <sup>fl/fl</sup>* livers infected with AAV8 TBG *Egfp* (Ctl) or *Cre* (*Hnf4 $\alpha$*  KO). Indicated scales are in RPTM.**

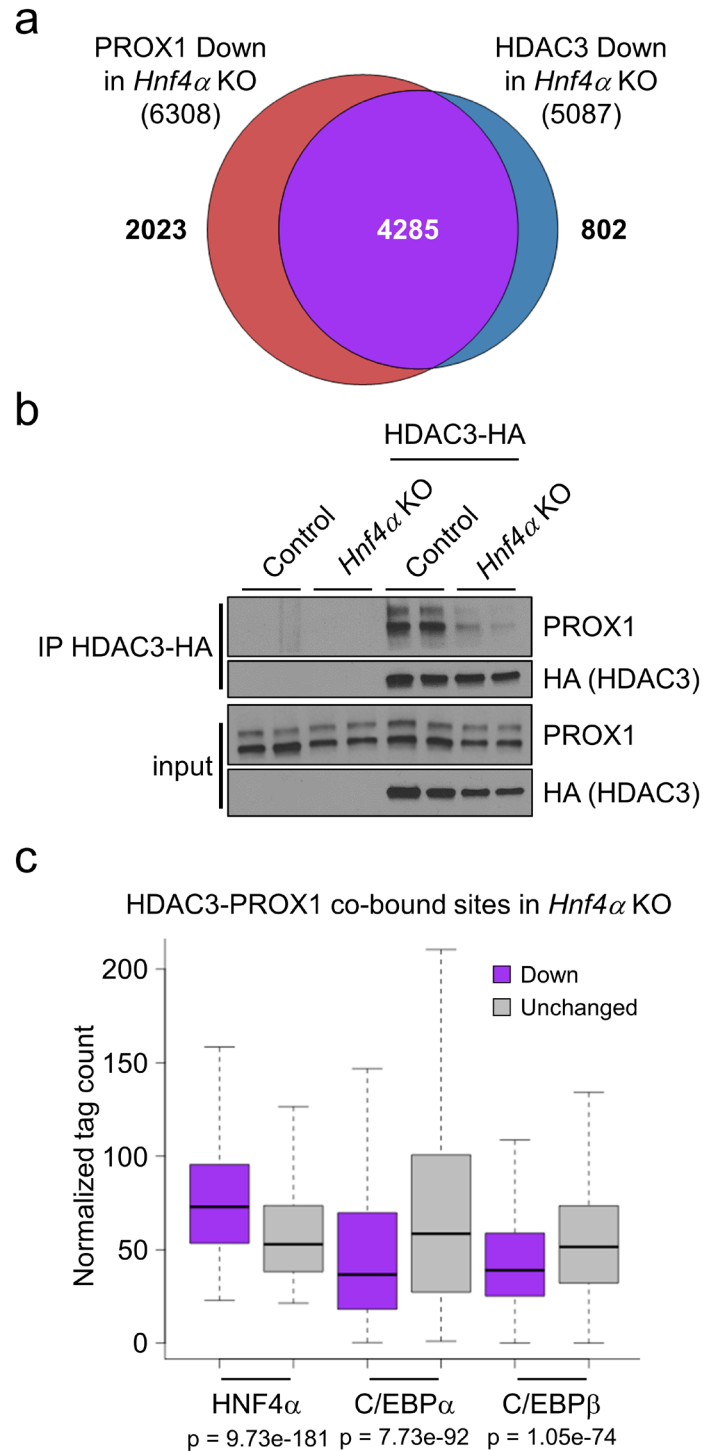

**Supplementary Figure 5. HNF4 $\alpha$  recruits the HDAC3-PROX1 corepressor module in liver.**

(a) Venn diagram displaying overlap (at least 50% and 1 rpm) of red and blue regions from Fig. 3d. (b) Co-immunoprecipitation western blot of HDAC3-HA in control and HNF4 $\alpha$  KO liver. (c) Box and whisker plot indicating the ChIP-seq binding strength of HNF4 $\alpha$ , C/EBP $\alpha$ , and C/EBP $\beta$  at HDAC3-PROX1 sites that are either down upon loss of HNF4 $\alpha$  (purple) or unchanged (gray) (Wilcoxon-Mann-Whitney test).

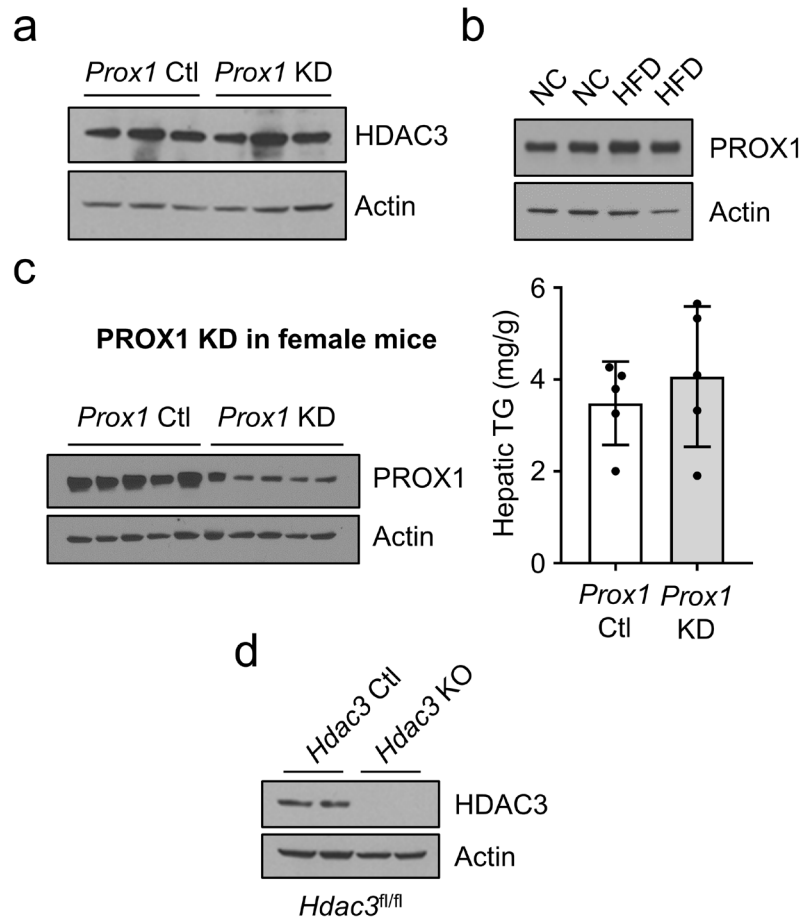

**Supplementary Figure 6. Evaluation of PROX1 knockdown liver.** (a) Western blot of HDAC3 in control and PROX1 KD liver. (b) Western blot showing PROX1 levels in male mice at 18 weeks of age fed for 12 weeks with normal chow diet (NC) or high fat diet (HFD). (c) Western blot and liver triglyceride levels of PROX1 KD in female mice (n=5) 6 weeks post injection. (d) Western blot validating HDAC3 KO.

a

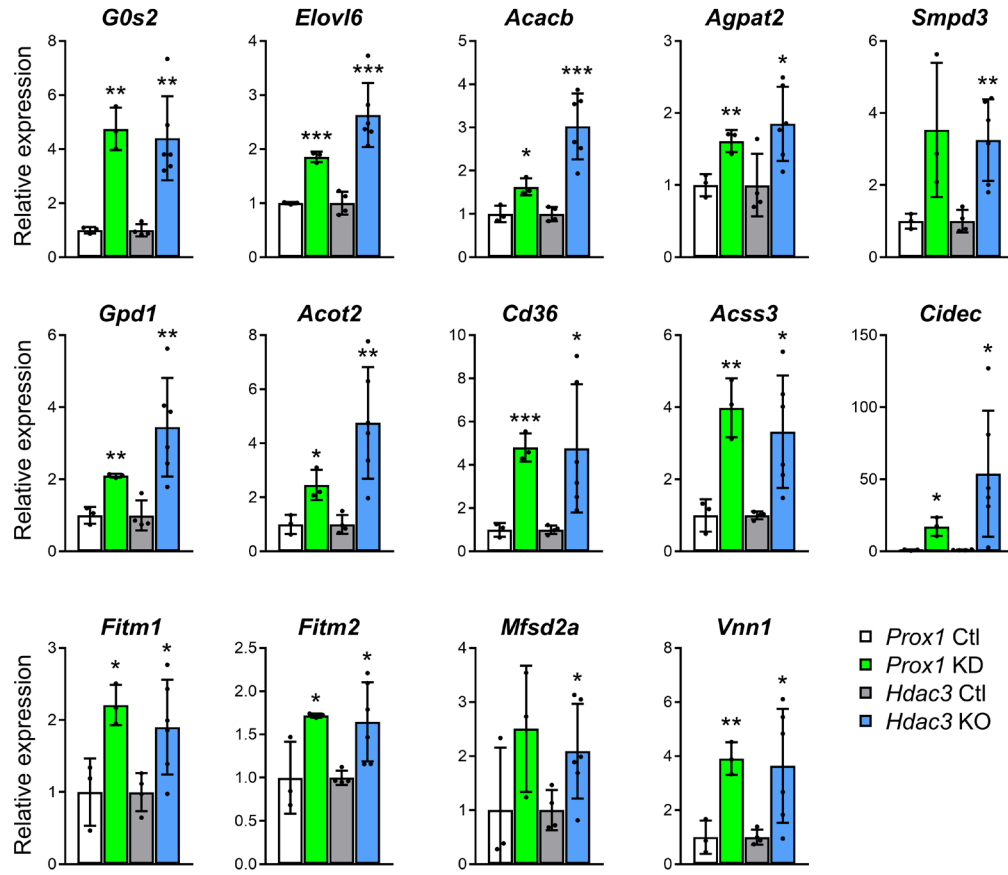

**Supplementary Figure 7. Gene expression in HDAC3 and PROX1 ablated livers. (a)** Confirmation of up-regulated lipid-related genes upon loss of HDAC3 (Ctl n=4, KO n=6) or PROX1 (Ctl n=3, KD n=3) by qPCR. Data are presented as mean±s.d. Two-tailed unpaired Student's t-test, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

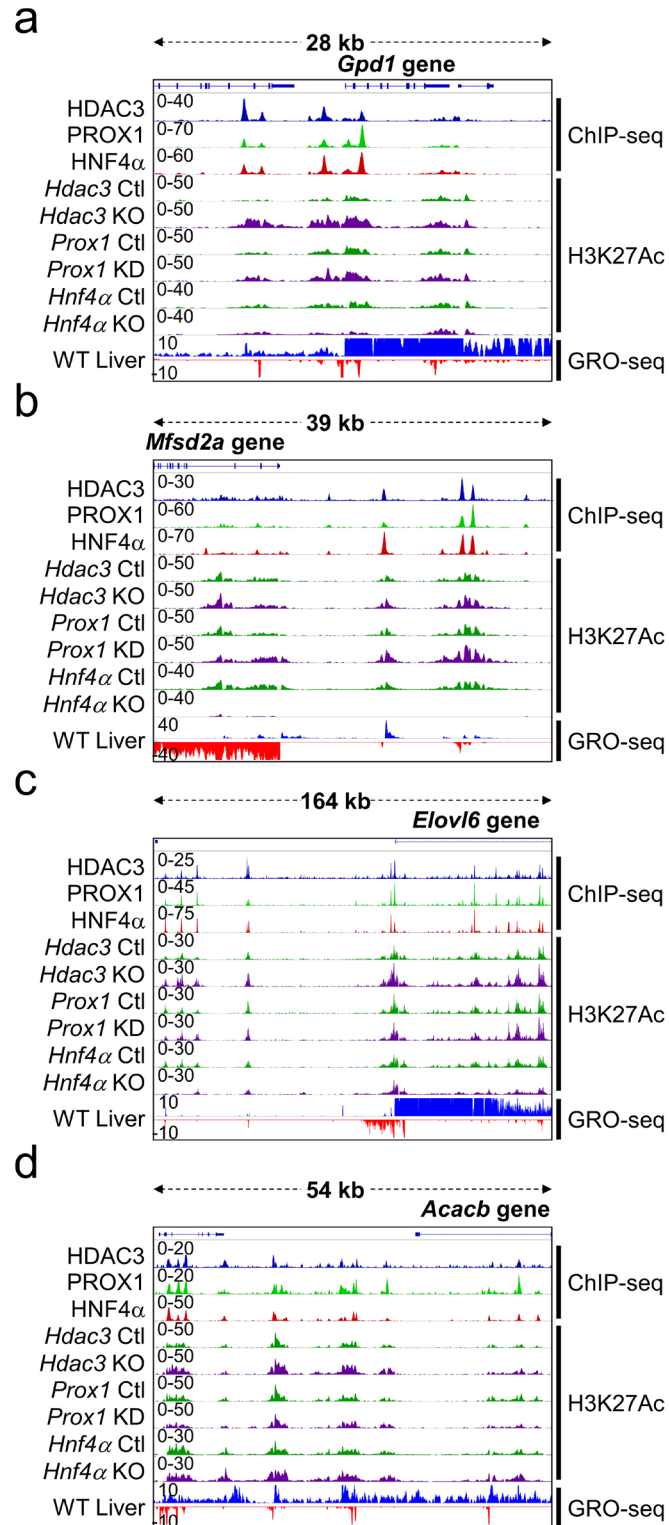

**Supplementary Figure 8. Genomic binding and nascent transcription near lipid-related genes coregulated by HDAC3-PROX1 (a-d)** Example ChIP-seq and GRO-seq browser tracks at lipid-related gene loci. Indicated scales are in RPTM.

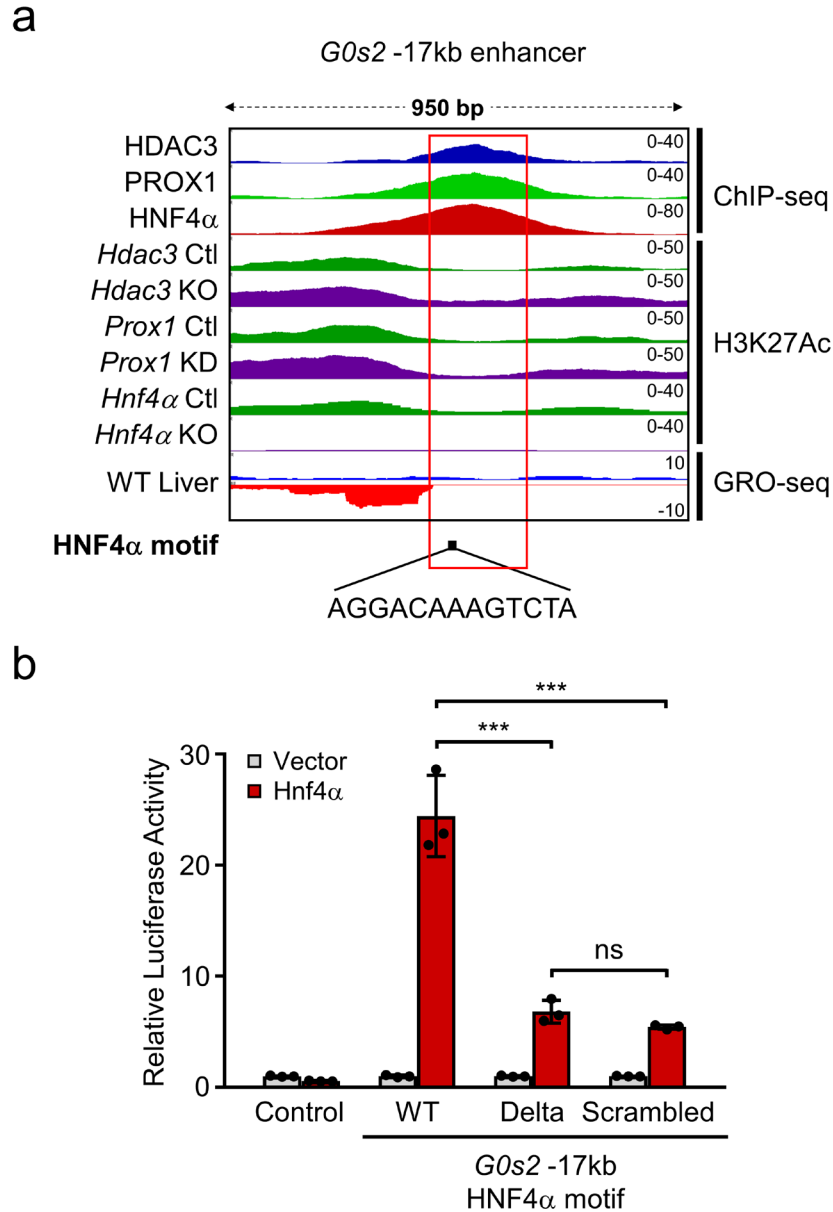

**Supplementary Figure 9. HNF4 $\alpha$ -induced enhancer function is dependent on an intact HNF4 $\alpha$  DNA binding motif. (a)** Track of *G0s2* locus with identified HNF4 $\alpha$  motif. Indicated scales are in RPTM. **(b)** Luciferase assay (n=3) indicating transcriptional response to expression of HNF4 $\alpha$  at wild-type and HNF4 $\alpha$  DR1 mutant *G0s2* enhancer as indicated. Data are presented as mean $\pm$ s.d, two-tailed unpaired Student's t-test, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, ns not significant.

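The enhancers cloned for *G0s2* can be placed on the genome by their primers. The distal one spans 200 bp of intergenic sequence on chromosome 1 of mm9 from 195116255 to 195116454. Its reference sequence is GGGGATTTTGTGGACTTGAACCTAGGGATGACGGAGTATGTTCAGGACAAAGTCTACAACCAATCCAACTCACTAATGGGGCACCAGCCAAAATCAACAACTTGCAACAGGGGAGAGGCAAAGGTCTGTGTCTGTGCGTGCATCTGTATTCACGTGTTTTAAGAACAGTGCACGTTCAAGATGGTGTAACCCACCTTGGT. It holds 2 matches to the HNF4α consensus, each with 2 mismatches. One is AGGACAAAGTCTA on the forward strand from 195116298 to 195116310, and the other is AGGTTCAAGTCCA on the reverse strand from 195116265 to 195116277. A co-bound peak overlaps 192 bp of this enhancer and the HNF4α peak of score 124.9 covers 163 bp. The proximal enhancer, from 195100682 to 195100881, is also intergenic. It holds the matches ATTGCAAAGGTCA from 195100751 to 195100763 and GGGTCCAAGGTCA from 195100842 to 195100854, both on the forward strand, under an HNF4α peak of score 58.9. The luciferase measurements themselves were not analysed here.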

**Uncropped Figure 1d**

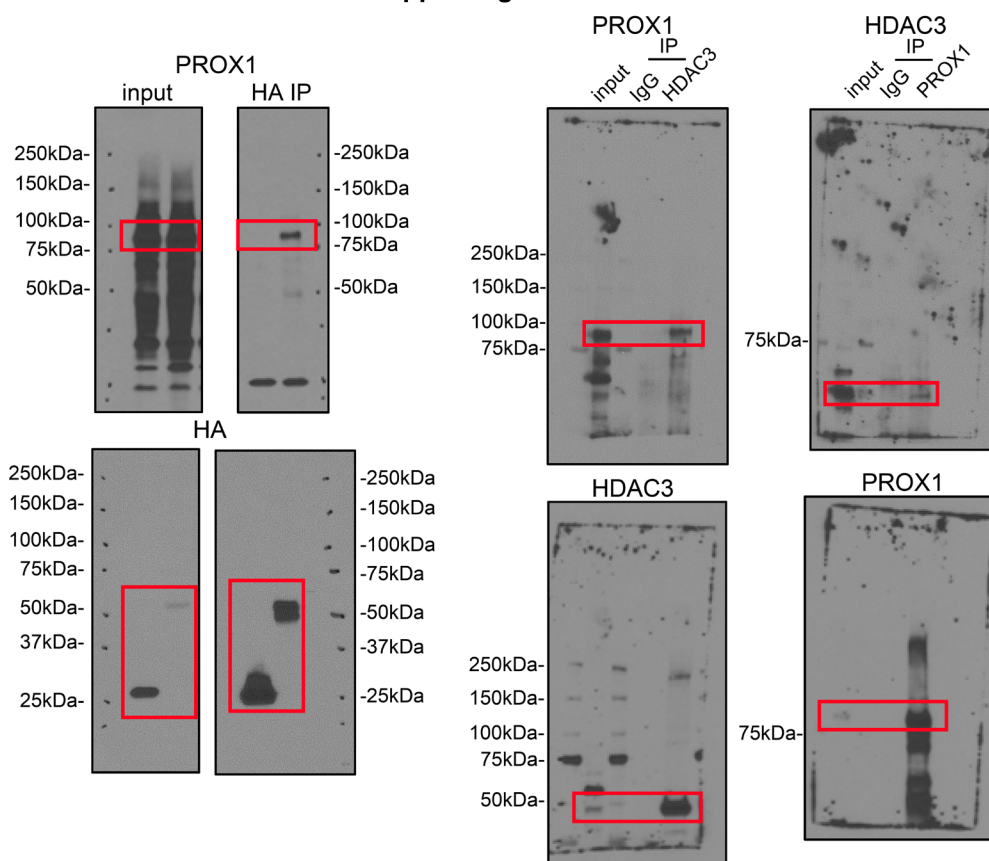

**Uncropped Figure 4a**

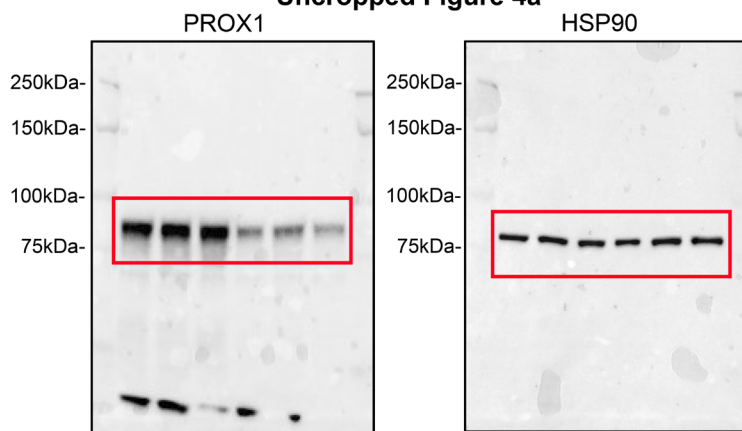

**Supplementary Figure 10. Uncropped western blot scans.** Uncropped western blot scans corresponding to indicated figures. Red box indicates region displayed in the corresponding figure.

Supplementary Figure 10 (continued).

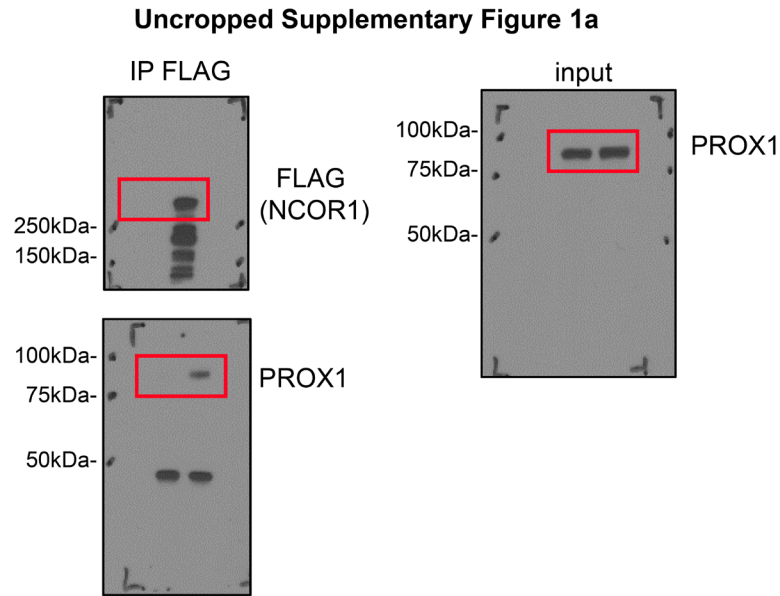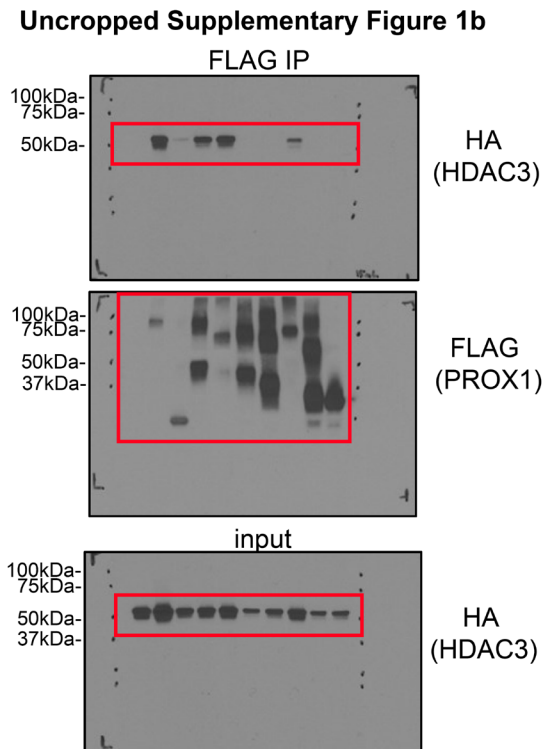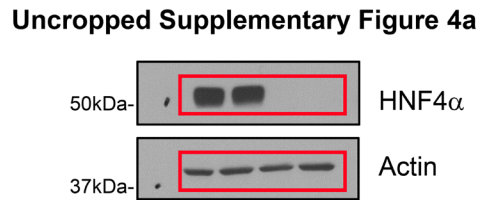

**Supplementary Figure 10 (continued).**

**Uncropped Supplementary Figure 5b**

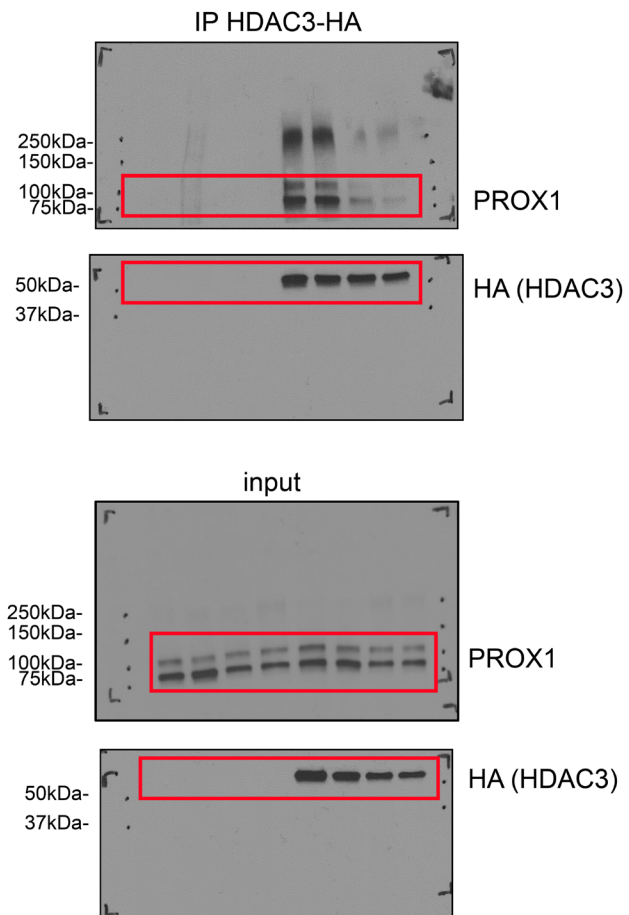

Supplementary Figure 10 (continued).

Uncropped Supplementary Figure 6a

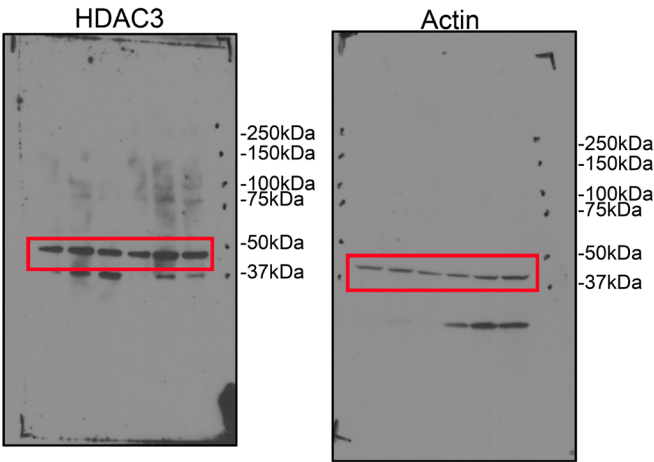

Uncropped Supplementary Figure 6b

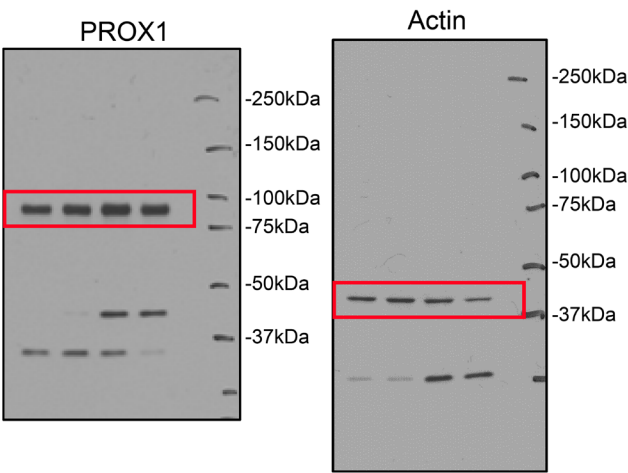

Supplementary Figure 10 (continued).

Uncropped Supplementary Figure 6c

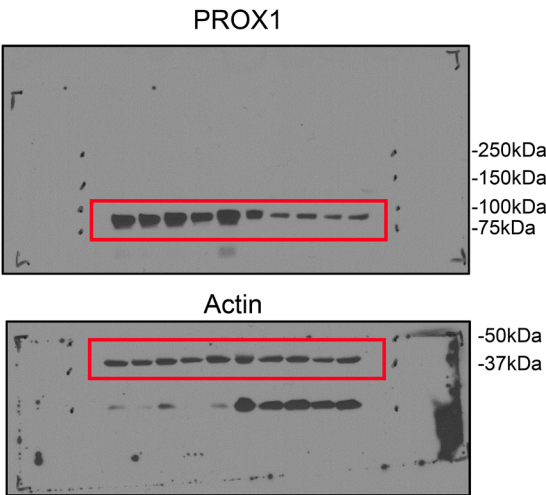

Uncropped Supplementary Figure 6d

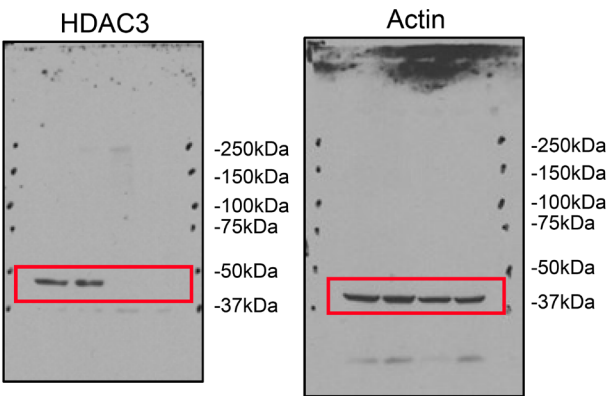

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

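Chromatin of mouse livers collected at zeitgeber time 10 was precipitated with antibodies against HDAC3, PROX1 and HNF4α and sequenced. The sample labels list 3 HDAC3 and 3 PROX1 libraries from control livers and 2 HNF4α libraries from *Hnf4α* floxed control livers. For each factor the authors aligned reads to mm9 with Bowtie, removed duplicates, pooled the replicates and called peaks with HOMER with IgG as input, keeping peaks above limits of enrichment over input and of the normalized number of reads. They deposited 1 peak list per factor, 3 in all. Whether every co-bound peak passed the limits of both factors cannot be told from the lists. The HDAC3 and PROX1 lists give positions only. The HNF4α list also gives a score per peak, which is the authors' HOMER score. No list has replicates or read counts, so no spread between livers and no depth per library can be given. The whole-number steps of the HNF4α score correspond to about 21200000 pooled reads if the score is scaled to 10000000 reads.

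The design of the tests was written on the assumption that the HDAC3 and PROX1 lists were separate peak calls. In the lists as given, the 20039 co-bound peaks are identical in both and are followed by the peaks of 1 factor, so the co-binding shares come from the authors' classification. The tests were kept as designed. Each list of these 2 factors also holds 3 empty lines, which were left out. No peak reaches beyond the end of its chromosome in the NCBIM37 assembly, which is mm9.

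A peak counted as bound when a single peak of the other factor covered at least 50% of it. Shares carry 95% Wilson intervals, which cover counting error only. Co-binding was tested against 1000 random placements on the same chromosome, one-sided. Shares of peak classes were compared with Pearson's chi-square test without continuity correction, two-sided, and, with chromosomes as the unit, with 100000 random flips of the sign of the difference per chromosome. Consensus matches were counted in windows of 200 bp on both strands, against windows 2 kb to either side, since HOMER was not used here. Peaks were annotated by their centres with GENCODE protein-coding genes on the same assembly, with a promoter defined as 1 kb around the TSS of any of their transcripts. Genes were compared with Fisher's exact test. The loci named are those the paper names for ChIP-seq and the genes of Fig. 4e, a rule fixed before the data were examined, as were the alternatives. The clock genes named were the members of a list of 22 with an HDAC3-only peak.

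The code was tested on simulated data. It called 5000 of 5000 simulated overlaps between 200 bp peaks correctly and found 500 of 500 planted exact matches to the DR2 consensus. It gave a chi-square p under 0.05 in 5.9% of 2000 tables of independent counts without a difference. Matches with mismatches, the narrower HNF4α peaks and dependence between neighbouring peaks were not simulated. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1 were used. Alternatives changed the overlap rule, the peak widths, the HNF4α list, the chromosomes, the merging of peaks, the random placement, the chi-square correction, the mismatches, the window and the gene window. RNA-seq, H3K27Ac and *Hnf4α* knockout measurements were not analysed here.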

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

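The test on weak HNF4α binding was chosen after the shares by score had been seen, and the limit of the spacing test after the spacing of the peaks had been seen. The tests on the location of the blocks and on the overlap rule were chosen before their results were seen.

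Within the co-bound part of the lists, empty lines separate 3 blocks of 15688, 2462 and 1889 peaks, which carry no label and which the paper does not describe. The share with HNF4α was 66.4% (95% CI 65.6 to 67.1) in the first block, 51.1% (95% CI 49.2 to 53.1) in the second and 32.6% (95% CI 30.5 to 34.8) in the third. The first and the third block differed by 33.7 percentage points (Pearson's chi-square test over peaks, two-sided, p = 1.5e-180), and the third block differed from the PROX1-only peaks by -4.05 percentage points (chi-square p = 0.0011). The median score of the HNF4α peaks was 54.2, 43.3 and 38.2 in this order. Location does not account for the difference. Beyond 1 kb of a TSS, the first and the third block still differed by 33.9 percentage points. A candidate explanation is technical. The methods count a peak as co-bound when the peaks overlap and the other factor has a minimum signal, so the second and the third block could hold peaks called for 1 factor only that were added through the signal of the other. If so, blocks called from different factors would break the spacing of at least a peak width that HOMER keeps within a call. Of the second block, 0 peaks lay closer than 200 bp to an HDAC3-only peak and 1 to a PROX1-only peak, and 0 of the third block to either. The classification fixes these counts, because peaks of 200 bp that lie closer than their width overlap, and in the lists as classified 0 HDAC3-only peaks and 1 PROX1-only peak touch a peak of the other factor. The spacing therefore decides nothing, and this explanation and a difference in biology cannot be told apart from the positions alone. No biological explanation was tested.

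Of the 24253 HNF4α peaks, 8174, or 33.7% (95% CI 33.1 to 34.3), had neither an HDAC3 nor a PROX1 peak by the 50% rule, a part of the HNF4α cistrome that the paper does not discuss. Their median score was 33.5, against 51.8 for HNF4α peaks with both. Weak HNF4α binding is related to the pattern, since the share with neither fell from 54.6% in the lowest quintile of scores to 10.7% in the highest. As the whole cause it would bring the share near 0 in the highest quintile. The overlap rule does not account for it either, since 27.4% of HNF4α peaks had no HDAC3 or PROX1 peak centre within 1 kb. The HNF4α consensus was present in 57.2% of windows on HNF4α peaks with neither and in 43.0% of those with both, and 19.7% against 9.02% were centred within 1 kb of a TSS. The HDAC3 and PROX1 limits of the authors stay among the open explanations, since HDAC3 or PROX1 signal below them is not in the lists. The HNF4α list also comes from other mice than the HDAC3 and PROX1 lists. No biological explanation was tested.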

How the results depend on the processing

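Across 19 results and 85 alternative values, 75 kept their direction and their side of the threshold, or stayed within the interval of the value reported. No result reversed. The HNF4α difference between co-bound and HDAC3-only peaks ranged from 27.7 to 48.9 percentage points, that between co-bound and PROX1-only peaks from 13.8 to 27.3 and that between PROX1-only and HDAC3-only peaks from 11.6 to 23.1. The share of HDAC3 peaks co-bound by PROX1 ranged from 94.3 to 94.7% and that of PROX1 peaks co-bound by HDAC3 from 73.1 to 74.4%. These 2 shares say little about stability, because the co-bound peaks have identical coordinates in both lists and no overlap rule can separate them.

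The share of HNF4α peaks with both HDAC3 and PROX1, 53.6% as reported, moved beyond its interval under 6 alternatives. It was 55.4% with any overlap of 1 bp or more, 54.9% with 25% covered, 49.5% with 75% covered and 50.6% with reciprocal 50% overlap. It was 69.6% in the part of the HNF4α list with scores above the median and 57.9% with peaks merged into regions where closer than 1 kb. The rise with the score follows from the higher share of stronger peaks; for the others the cause was not tested. The HNF4α motif difference between co-bound and PROX1-only peaks, -0.759 percentage points as reported, passed the threshold with 1 fewer mismatch, at -1.02 points (chi-square p = 0.0044), and in 100 bp windows, at -1.86 points (chi-square p = 0.00068). The DR2 motif difference between co-bound peaks with and without HNF4α, -0.537 percentage points as reported, no longer passed it with 1 fewer mismatch, at -0.0748 points (chi-square p = 0.34), or in 100 bp windows, at -0.247 points (chi-square p = 0.071). The cause was not tested for either.

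With chromosomes as the unit, the HNF4α differences were 47.2 percentage points for co-bound against HDAC3-only peaks (permutation p = 1e-05, the smallest that 100000 sign flips can give), 24.9 for co-bound against PROX1-only (p = 2e-05) and 22.3 for PROX1-only against HDAC3-only peaks (p = 1e-05). The chromosomes come from the same pooled livers, so these p-values do not cover the spread between livers. No paired analysis was possible because the peaks were called on pooled livers and the columns carry no replicate numbers. Leaving out each replicate in turn was not run for the same reason. A stricter limit could be applied to the HNF4α list only, since the other lists carry no score. The number of HDAC3-only peaks, 1208, limits the precision of that class more than of the others.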

Differences from the paper's values

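The Rev-erbα DR2 motif was found at 1.66% of co-bound peaks against the paper's about 2.9% in Fig. 2f, read by eye, and at 0.474% of PROX1-only peaks against the paper's about 1.1% in Fig. 2f, read by eye. The shares were 0.289% and 0.0406% with 1 fewer mismatch and 0.893% and 0.176% in 100 bp windows, both set before the data were examined. Both settings can only lower the shares, so they could not have closed the gap, and no looser setting was tried. With the paper's shares again read by eye, the DR2 share at HDAC3-only peaks was 7.45% against about 11%. The C/EBP shares were 19.0%, 16.4% and 8.53% at co-bound, PROX1-only and HDAC3-only peaks, against about 27%, 24% and 12%. The HNF4α shares were higher than the paper's, at 31.2%, 32.0% and 21.2% in this order, against about 28%, 27% and 15%. The paper scored HOMER motif matrices and the shares here come from a consensus.

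At *Fitm1*, 2 co-bound peaks with HNF4α were counted in the gene window against the paper's about 1 in Fig. 4e, read by eye. The legend of Fig. 4e describes co-bound peaks and does not restrict them to peaks with HNF4α. *Fitm1* had 4 co-bound peaks in all. That the figure shows peaks with HNF4α is an inference from the counts. Of the alternatives set before the data were examined, requiring 75% of the peak and using the part of the HNF4α list with scores above the median gave 1; the other overlap rules gave 2.

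The p-values of the HNF4α shares were 1.3e-230, 2.0e-289 and 4.8e-54 for co-bound against HDAC3-only, co-bound against PROX1-only and PROX1-only against HDAC3-only peaks. With Yates correction, set before the data were examined, they were 3.5e-230, 3.2e-289 and 8.0e-54. With the 3 empty lines counted as co-bound peaks without HNF4α as well, they were 4.4e-230, 5.2e-289 and 8.0e-54, the values printed in Fig. 3a. This setting was chosen after seeing the values, by trying combinations of peak numbers, numbers with HNF4α and the correction until the p-values of Fig. 3a were reached, so its match is no independent evidence of how they were computed.

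The paper shows a slightly higher share of the HNF4α motif at co-bound than at PROX1-only peaks in Fig. 2f; here the difference was -0.759 percentage points (Pearson's chi-square test, two-sided, p = 0.23), and it had the same sign with 1 fewer mismatch and in 100 bp windows. The paper reports that the C/EBP motif is somewhat less enriched at triply bound than at all co-bound peaks in Fig. 3b. Here the C/EBP consensus was present in 19.9% of triply bound and 19.0% of all co-bound peaks. With 1 fewer mismatch the shares were 2.81% and 2.56%, and in 100 bp windows 14.3% and 13.4%.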

Other observations

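The permutation tests of the consensus sequences below were settled after a first set of permuted sequences had been examined, and the other tests were chosen before their own results were seen.

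HDAC3-only peaks had HNF4α less often than co-bound peaks, and promoter location and GC content were tested as technical explanations. A difference in HDAC3 or PROX1 signal between the classes could not be tested, because these lists carry no score, and it stays open. Beyond 1 kb of a TSS the difference was 47.4 percentage points, and within quintiles of GC content it averaged 47.9, so neither promoter location nor GC content accounts for it. The mean GC content was 48.7% at HDAC3-only and 46.4% at co-bound peaks.

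Base composition was also tested for the motif shares, with permuted consensus sequences that keep the bases and lose their order. The DR2 share at HDAC3-only peaks was 4.50 times that at co-bound peaks, against a ratio of 1.20 over 200 permuted sequences, 1 of which reached the observed ratio. The HNF4α share at co-bound peaks was 1.47 times that at HDAC3-only peaks, against 1.06 over the permuted sequences, 8 of 200 of which reached it. The DR2 share at PROX1-only peaks was 0.449 times that of their flanks, against 0.934 over the permuted sequences, 6 of 200 of which were as low. The number planned was 20, and among the first 20 permuted sequences 1 of 20 was as extreme in each of these comparisons. That share is not under the threshold of 0.05, so base composition was not excluded with the number planned. The number was raised to 200 after this had been seen, and the shares then fell under the threshold. The exclusion of base composition therefore rests on a choice made after seeing the data, and for the HNF4α share and the DR2 deficit it lies close to the threshold. The paper does not report a DR2 deficit at PROX1-only peaks.

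Among peaks with HNF4α, the HNF4α consensus was less frequent at co-bound peaks, with 41.4%, than at PROX1-only peaks, with 55.2% (Pearson's chi-square test, two-sided, p = 5.0e-39). The difference was -13.8 percentage points in windows on HDAC3 and PROX1 peaks and -13.3 in windows on the HNF4α peaks, so the placement of the windows does not account for it. Within quintiles of the HNF4α score it averaged -22.7, so it does not come from weaker HNF4α peaks at co-bound sites. A candidate explanation is that HDAC3 and PROX1 are found together at HNF4α sites with other sequence features. Among peaks with HNF4α, the C/EBP consensus was present at 19.9% of co-bound and 13.5% of PROX1-only peaks. The DR2 consensus was present at 1.45% and 0.332%. Both were thus more frequent at co-bound peaks. Whether they account for the lower share of the HNF4α consensus was not tested. Conversely, among windows with the HNF4α consensus, 81.3% had HNF4α at co-bound peaks, 63.3% at PROX1-only peaks and 33.6% at HDAC3-only peaks. The first 2 differed by 18.1 percentage points (Pearson's chi-square test, two-sided, p = 2.7e-69).

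The share of HNF4α peaks with both HDAC3 and PROX1 rose with the HNF4α score, from 29.7% in the lowest quintile to 83.4% in the highest. Wider peaks do not account for the rise. Among the 1593 HNF4α peaks of the most frequent width, 168 bp, the highest quintile by score lay 56.9 percentage points above the lowest. All lists were called with thresholds on signal, and shared chromatin accessibility, which would raise all 3 signals at one site, was not tested.

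Chromosome X carried few peaks. Its HNF4α density was 1.61 peaks per Mb, 16.6% (exact Poisson 95% CI 14.7 to 18.7) of the autosomal density, and its HDAC3 and PROX1 densities were 11.4% and 16.5% of theirs. The mice were male, and a single X chromosome gives less signal against a fixed limit. If that were the cause, the density on X would equal the share of autosomal HNF4α peaks with at least 2 times the lowest score, which was 52.4%, and the observed density lies below it. Gene density does not account for it either, since HNF4α peaks per gene on X were 25.7% of those on autosomes. Mappability was not tested, and no biological explanation was tested.

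Core clock genes were often nearest to co-bound peaks. The genes they were compared with include genes that are silent in liver, so expression remains an open explanation. For HDAC3-only peaks the Fisher's exact p was 0.0651, and whether they prefer clock genes over other genes remains open with 3 genes. The higher number at co-bound than at HDAC3-only peaks is consistent with the number of peaks in the class. In 10000 draws of 1208 co-bound peaks, 3.49 clock genes were reached on average, and 5225 draws reached 3 or fewer. The paper took the top peaks of each class, a ranking that the lists do not carry and that was not used here.

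The genes of Supplementary Data 3 that changed with loss of both *Hdac3* and *Prox1* were compared with all other protein-coding genes. Of 185 genes listed, 180 were found in the annotation. A triply bound peak lay in the window from 50 kb upstream to 2 kb past the gene in 69.4% (95% CI 62.4 to 75.7) of them and in 30.9% of 22058 other genes (Fisher's exact test, two-sided, p = 5.7e-26). Lists of other genes matched on window length reached 32.8% on average and 47.2% at most over 10000 lists, so gene length does not account for the difference. The background includes genes that are silent in liver, which were not removed, and expression remains an open explanation. Genes that changed in the same direction and genes that changed in opposite directions had such peaks equally often, with 69.2% and 70.0% (Fisher's exact test, two-sided, p = 1). Within 10 kb of the TSS the shares were 50.0% and 32.0% (Fisher's exact test, p = 0.031), a value not corrected for the other comparisons made. With co-bound peaks counted with or without HNF4α, the difference had the other sign, at 75.4% and 84.0% (Fisher's exact test, p = 0.24). The paper's test used sites that depend on HNF4α, which need the knockout and were not analysed here.

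In the windows of the 24 genes of Fig. 4e, the number of co-bound peaks with HNF4α was equal to the number of sites shown there for 17 genes and within 1 for all 24. With 75% of the peak required it was equal for 2 genes, and in the part of the HNF4α list with scores above the median for 7. The number of all co-bound peaks, which is what the legend of Fig. 4e describes, was equal for 4 genes.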
